# Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice

**DOI:** 10.1371/journal.pone.0094735

**Published:** 2014-04-09

**Authors:** Ren Shimamoto, Naoki Amano, Tomoko Ichisaka, Akira Watanabe, Shinya Yamanaka, Keisuke Okita

## Abstract

It has been shown that DNA demethylation plays a pivotal role in the generation of induced pluripotent stem (iPS) cells. However, the underlying mechanism of this action is still unclear. Previous reports indicated that activation-induced cytidine deaminase (Aid, also known as Aicda) is involved in DNA demethylation in several developmental processes, as well as cell fusion-mediated reprogramming. Based on these reports, we hypothesized that Aid may be involved in the DNA demethylation that occurs during the generation of iPS cells. In this study, we examined the function of Aid in iPS cell generation using Aid knockout (*Aid* ^−/−^) mice expressing a GFP reporter under the control of a pluripotent stem cell marker, Nanog. By introducing Oct3/4, Sox2, Klf4 and c-Myc, Nanog-GFP-positive iPS cells could be generated from the fibroblasts and primary B cells of *Aid* ^−/−^ mice. Their induction efficiency was similar to that of wild-type (*Aid* ^+/+^) iPS cells. The *Aid* ^−/−^ iPS cells showed normal proliferation and gave rise to chimeras, indicating their capacity for self-renewal and pluripotency. A comprehensive DNA methylation analysis showed only a few differences between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells. These data suggest that Aid does not have crucial functions in DNA demethylation during iPS cell generation.

## Introduction

Induced pluripotent stem (iPS) cells can be generated by introducing defined factors into somatic cells [1]. iPS cells have the capacity for self-renewal and pluripotency, similar to embryonic stem (ES) cells [2], [3]. It has been shown that the epigenetic status, such as the presence of DNA methylation and histone modifications, changes dramatically during iPS cell generation [4]–[6]. For instance, the promoter regions of *HoxA10* and *Gja8* were reported to be methylated during the reprogramming process [7]. However, *de novo* DNA methyltransferases, Dnmt3a and 3b, are dispensable for the reprogramming of somatic cells to a pluripotent state [8]. On the other hand, the DNA methylation level of the *Oct4* and *Nanog* promoters dramatically decreases during iPS cell generation [1]. Partially reprogrammed iPS cells showed hypermethylation in these regions, suggesting that DNA demethylation is important for the generation of fully reprogrammed cells [6]. However, the mechanism(s) underlying the changes in methylation status are still unclear.

There are considered to be two main possibilities for the mechanism responsible for the DNA demethylation during iPS cell generation. One is ‘passive DNA demethylation’ by the inhibition of the maintenance DNA methyltransferase, Dnmt1, during DNA replication [9]. The other possibility is ‘active DNA demethylation’ mediated by DNA demethylase or a demethylation complex, which was reported to be composed of DNA deaminase and DNA glycosylase [9], [10].

Activation-induced cytidine deaminase (Aid, also known as Aicda) converts methylated cytosine to thymine and unmethylated cytosine to uracil by removing their amine residues [11]. Aid is expressed in B cells upon antigen stimulation and generates point mutations at their Ig locus, which is essential for the initiation of class switch recombination and somatic hypermutation [12], [13]. Recently, several reports suggested that Aid is involved in the DNA demethylation that occurs during the developmental processes in zebrafish and mice [10], [14], while *Aid* ^−/−^ mice develop normally [12]. The DNA methylation level of the *Oct4* and *Nanog* promoters in human fibroblasts were decreased during the reprogramming process after fusion with mouse ES cells. Interestingly, transient suppression of Aid expression has been shown to inhibit this demethylation [15]. Aid is also involved in the DNA demethylation that occurs in the adult mouse brain via the 5-hydroxymethylcytosine generated by Tet1 [16].

Based on these results, we hypothesized that Aid may play an important role in DNA demethylation during iPS cell generation. In this study, we employed a loss of function approach and examined the effects of Aid depletion on the DNA methylation status in mouse iPS cells. Aid depletion did not affect the efficiency of iPS cell generation from the fibroblasts or primary B cells. The characterization of *Aid* ^−/−^ iPS cells showed that they were able to self-renew and had pluripotency. A comprehensive DNA methylation analysis showed few differences between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells. These results suggest that Aid does not have a crucial function in the DNA demethylation that occurs during the generation of iPS cells.

## Results

### Generation of iPS Cells from *Aid* ^−/−^ Mice

We initially examined the expression of *Aid* in mouse embryonic fibroblasts (MEFs), ES cells and iPS cells by quantitative RT-PCR. The signal for *Aid* was detected in *Aid* ^+/+^ MEFs, ES cells and *Aid* ^+/+^ iPS cells, although their levels were about 9900-, 3000- and 950-fold lower than that of activated primary B cells, respectively (Fig. 1A).

**Figure 1:**
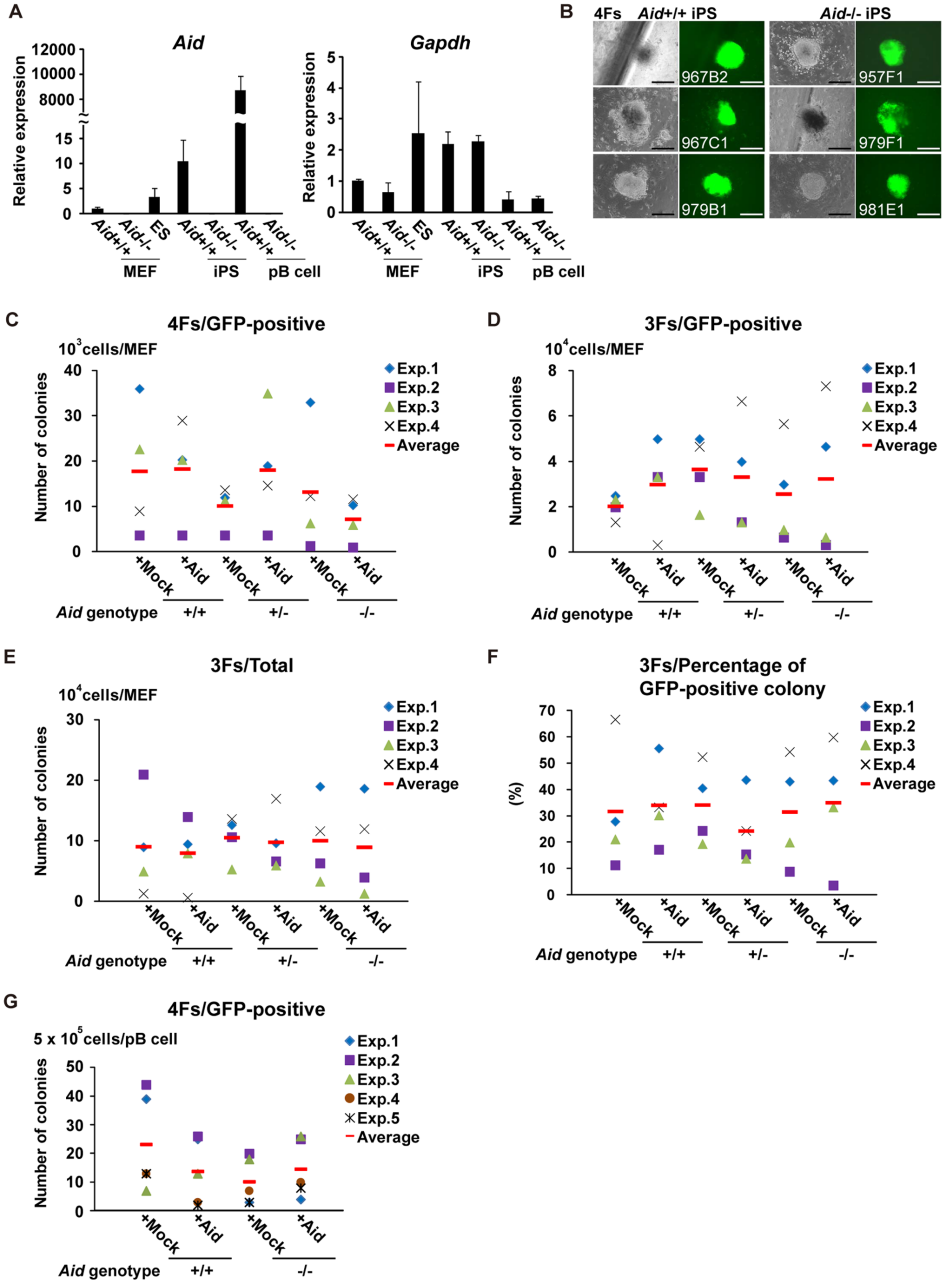
Generation of iPS cells from *Aid* ^−/−^ mice. (A) The relative expression of *Aid* and *Gapdh*. Total RNA was isolated from three ES cell clones (RF8, B6ES and MG1.19), three *Aid* ^+/+^ iPS cell clones (967B2, 967C1 and 979B1), three *Aid* ^−/−^ iPS cell clones (957F1, 979F1 and 979E1), three parental *Aid* ^+/+^ and *Aid* ^−/−^ MEF clones and primary B cells (pB cells), and was used for the quantitative RT-PCR analysis. The data are shown as the average ± SD. (B) The morphology of *Aid* ^+/+^ and *Aid* ^−/−^ iPS colonies 25 days after the introduction of 4 Fs into MEFs. Phase contrast (left column) and GFP fluorescence (right column) images are shown. Scale bars; 200 μm. (C, D) The number of GFP-positive colonies from *Aid* ^+/+^, *Aid* ^+/−^ and *Aid* ^−/−^ MEFs induced by 4 Fs (C) and 3 Fs (D). For each genotype, three different lots of MEFs were used in each experiment, and the experiments were repeated four times. Colonies were counted 25 (4 Fs) and 30 (3 Fs) days after the induction. (E) The number of total colonies from *Aid* ^+/+^, *Aid* ^+/−^ and *Aid* ^−/−^ MEFs subjected to transduction of the 3 Fs with or without Aid. (F) The proportion of GFP-positive colonies out of the total colonies from *Aid* ^+/+^, *Aid* ^+/−^ and *Aid* ^−/−^ MEFs induced by 3 Fs with or without Aid. (G) The number of GFP-positive colonies from *Aid* ^+/+^ and *Aid* ^−/−^ primary B cells induced with 4 Fs. Experiments were repeated five times.

To examine the function of Aid in iPS cell generation, *Aid* ^−/−^ mice expressing a Nanog-GFP reporter were generated by crossing *Aid* ^−/−^ mice [12] and Nanog-GFP mice [2], because Nanog is a marker for iPS cell generation. Then, MEFs were isolated from the mice, and iPS cells were induced by the introduction of Oct3/4, Sox2 and Klf4 with or without c-Myc (4 Fs or 3 Fs, respectively) using retrovirus vectors (Fig. S1A). GFP-positive colonies emerged from the *Aid* ^−/−^ MEFs under both conditions (Fig. 1B).

The resulting colonies were tightly packed and round-shaped, and the cells had a high nuclear/cytoplasm ratio, which was indistinguishable from that of the *Aid* ^+/+^ iPS cells. The number of GFP-positive colonies derived from *Aid* ^−/−^ MEFs was 13.3±13.9 from 10^3^ input cells with 4 Fs and 2.6±2.3 from 10^4^ input cells with 3 Fs, which was comparable to that of *Aid* ^+/+^ (17.8±14.5 and 2.0±0.5) and *Aid* ^+/−^ cells (10.2±4.4 and 3.7±1.5) (Figs. 1C and D). Moreover, the overexpression of Aid did not affect the induction efficiency, even though the expression level was approximately 5,000 higher than that of *Aid* ^+/+^ MEFs (Figs. 1C and D and S2A). The number of total colonies (GFP-positive and negative colonies) and the proportion of GFP-positive colonies in *Aid* ^−/−^ MEFs transduced with 3 Fs were comparable to those of *Aid* ^+/+^ MEFs (Figs. 1E and F).

Although no significant differences were observed in the number of colonies, it is possible that there were differences in the process of iPS cell generation. SSEA1 is a marker for the progression of iPS cell generation [17], [18]. We therefore examined the number of SSEA1-positive cells at several time points after the infection of the 4 Fs (Fig. S3). However, there were no significant differences in the number of SSEA1-positive cells between the *Aid* ^+/+^ and *Aid* ^−/−^ MEFs at any time point.

If Aid has only a limited effect on reprogramming, the high expression of exogenous reprogramming factors might overwhelm the lack of Aid. Therefore, we induced iPS cells with diluted amounts (1 to 1/64) of retrovirus (Fig. S4). The number of GFP-positive colonies generated from Aid^−/−^ MEFs was 14.4±12.0 (1), 9.4±5.8 (1/4), 4.8±3.6 (1/16) and 0±0 (1/64) and that of Aid^+/+^ iPS cells was 8±2.1 (1), 9.4±3.0 (1/4), 4.6±3.4 (1/16) and 0±0 (1/64), showing no statistically significant difference between groups.

The expression level of Aid in MEFs was very low, so it was considered to be plausible that the deletion of Aid would not affect the efficiency of iPS cell generation. Thus, we introduced 4 Fs into primary B cells, because their Aid expression was much higher than that of MEFs. There were no significant differences between *Aid* ^+/+^ (23.2±17.0) and *Aid* ^−/−^ primary B cells (10.2±8.2) in terms of the efficiency of iPS cell generation (Fig. 1G). The overexpression of Aid also did not affect the reprogramming efficiency (Figs. 1G and S2B). Consequently, neither deletion nor overexpression of Aid affected the efficiency of iPS cell generation.

Although the depletion of Aid did not affect the induction efficiency of iPS cells, it is possible that other genes might compensate for the deletion. A recent paper showed that transient knockdown of Aid decreased the efficiency of iPS cell generation [19]. Hence, we tested several shRNA sequences using *Aid* ^+/+^ MEFs, and found four-fold suppression of the expression by shAid#3 (Fig. S5A). However, the addition of shAid#3 did not affect the reprogramming efficiency (Figs. S5B and C). Apobec family genes also have cytidine deamination activity, and were reported to work as a component of the DNA demethylation complex in zebrafish embryos [10]. To address their potential compensatory effects, we introduced 4 Fs into *Aid* ^−/−^ MEFs, together with a dominant negative form of Apobec1, which lacks deaminase activity [20]. Although the expression of the dominant negative form was confirmed by quantitative RT-PCR (Fig. S6A), it did not influence the efficiency of iPS cell generation (Fig. S6B). In addition, the overexpression of Apobec1 itself also did not affect the efficiency (Fig. S6B). These results suggest that Apobec1 did not compensate for the deletion of Aid.

### Characterization of *Aid* ^−/−^ iPS Cells

To examine whether Aid deletion affected the quality of iPS cells, we examined the morphology, proliferation, self-renewal capacity, RNA expression and differentiation potential of *Aid* ^−/−^ iPS cells in detail. *Aid* ^+/+^ and *Aid* ^−/−^ iPS colonies were generated from *Aid* ^+/+^ and *Aid* ^−/−^ MEFs, and were selected from three independent experiments. The clones were passaged four times on feeder cells and two times on gelatin-coated dishes to exclude any contamination of the feeder cells. Subsequently, the RNA and genomic DNA were isolated. The proportions of iPS cell clones showing undifferentiated characteristics throughout the culture period were 90.7±16.2% in *Aid* ^+/+^ iPS cells and 91.7±14.4% in *Aid* ^−/−^ iPS cells (Table S1). Clone independence was confirmed by detecting the genomic integration pattern of retrovirally-introduced Klf4 (Fig. S7). Mature iPS cell clones were selected by the quantification of transgene suppression (Fig. S8), since it is a marker of full reprogramming [2], [6]. There was no statistically significant differences between the *Aid* ^+/+^ and *Aid* ^−/−^ iPS cell clones (Fig. S8). The lack of Aid was confirmed by genomic PCR (Fig. S9). Finally, we selected nine *Aid* ^+/+^ and *Aid* ^−/−^ iPS cell clones for further characterization (Fig. S8).

The *Aid* ^−/−^ iPS cells were morphologically indistinguishable from the *Aid* ^+/+^ iPS cells (Fig. 2A). All of the *Aid* ^−/−^ iPS cell clones showed fluorescence of Nanog-GFP. Their doubling time was 16.3±0.7 h, which was comparable to that of *Aid* ^+/+^ iPS cells (16.4±0.7 h, Fig. 2B). When single *Aid* ^−/−^ iPS cells were plated into 96-well plates, 11.3±3.1 wells became positive for Nanog-GFP colonies, similar to the number of *Aid* ^+/+^ iPS cells (12±10.4) (Fig. S10A). The majority of *Aid* ^−/−^ iPS cells in the colonies expressed Nanog-GFP and the Oct3/4 protein (Fig. S10B). These results indicated that *Aid* ^−/−^ iPS cells had the capacity for self-renewal, similar to that observed in *Aid* ^+/+^ iPS cells.

**Figure 2:**
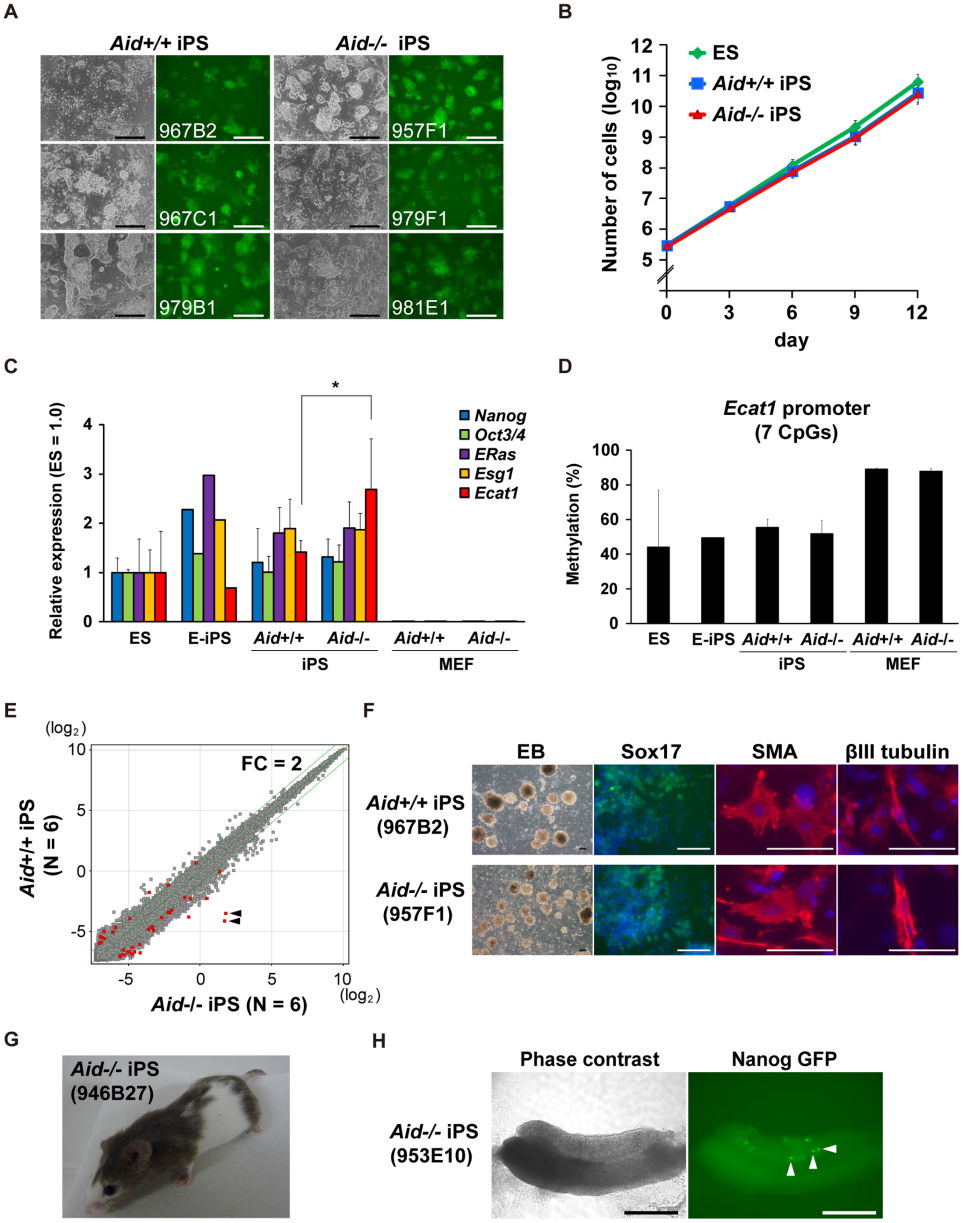
Characterization of the *Aid* ^−/−^ iPS cells. (A) The morphology of the *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells cultured on gelatin-coated dishes (passage 6). Phase contrast (left column) and GFP fluorescence (right column) images are shown. Scale bars; 200 μm. (B) The proliferation of the cells. Three clones of ES cells, *Aid* ^+/+^ iPS cells and *Aid* ^−/−^ iPS cells were passaged every three days (3×10^5^ cells per well of a 6-well plate) on feeder-coated dishes. (C) The relative expression of pluripotent stem cell marker genes. Total RNA was isolated from three ES cell clones, two E-iPS cell clones (20D17 and 178B5), nine *Aid* ^+/+^ iPS cell clones, nine *Aid* ^−/−^ iPS cell clones and three clones each of parental *Aid* ^+/+^ and *Aid* ^−/−^ MEFs. The data were normalized to the level of *Gapdh*. The average of the ES cell clones was set at a relative level of 1 (*, corrected *p*-value <0.05). (D) The DNA methylation level of the *Ecat1* promoter detected by pyrosequencing. (E) Scatter plots showing a comparison of the global gene expression between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells. The red dots indicate differentially expressed probes (corrected *p*-value <0.05). Green lines indicate two-fold changes. The two most significant probes (arrowheads) were located at the 3′ UTR of Aid and detected immature Aid mRNA in *Aid* ^−/−^ iPS cells, which should be driven by the inserted promoter in the drug resistance cassette. (F) The differentiation of *Aid* ^−/−^ iPS cells *in vitro*. Differentiated *Aid* ^−/−^ iPS cells were stained with antibodies for Sox17, SMA and βIII tubulin. Bars; 100 μm. (G) A chimeric mouse established with *Aid* ^−/−^ iPS cells. Black hair indicates the contribution of the iPS cells. (H) Gonads isolated from 13.5 d.p.c chimeric embryos. GFP-positive cells (arrowheads) indicate the differentiation of *Aid* ^−/−^ iPS cells into PGCs. Bars; 200 μm.

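Global gene expression was measured on 1-colour Agilent mouse arrays, with 1 array for each of 12 iPS cell clones. The 6 Aid+/+ clones were 967B2, 967B4, 967B6, 979B1, 979B3 and 979B4, and the 6 Aid−/− clones were 979F1, 979F2, 979F3, 981E1, 981E4 and 981E5. An iPS cell clone is a line grown from a single reprogrammed colony, so the error given for a genotype is the spread between clones. By their names the clones formed 4 series of 3 clones that share a number and a letter, and the number was taken as that of the reprogramming experiment. Table S1 lists no experiment with the number of the clones 981E1, 981E4 and 981E5, so the experiment of these 3 clones is uncertain. The arrays of series 967B lay on slide 1, those of 979F on slide 2, and those of 979B and of 981E1, 981E4 and 981E5 on slide 3. Only slide 3 and, by the names, only experiment 979 therefore held both genotypes. The sample labels gave all the clones as male and of a mixed strain background. The authors labelled total RNA with Cy3 and read the spots with Agilent's Feature Extraction, which subtracts the background and corrects spatial trends on each array, and they deposited these processed intensities. From them, log2 was taken, control spots and spots marked as outliers were left out, spots of the same probe were averaged, and the 75th percentile of each array was subtracted, after the 75% normalization in GeneSpring GX that the methods name. The authors' own deposited log2 values, set beside these, differed from them by a median of at most 0.00678 on any array. The arrays hold 55681 non-control probes. A transcript accession was given for 28685 of them, and 27235 of these were matched to the symbols of 20660 genes through the RefSeq annotation of the mouse assembly GRCm38.p6. Another 16181 probes cover regions of long intergenic RNA (lincRNA), which the files give by their mm9 positions. Between 31700 and 33531 probes per array were well above background in Aid+/+ clones (median 33091), and between 32127 and 33674 in Aid−/− clones (median 33018). No spot was saturated. The 75th percentile of the signal lay between 418 and 497 on the Aid+/+ arrays and between 426 and 509 on the Aid−/− arrays, so the arrays of both genotypes were about equally bright, and the number of arrays limits the precision. Genotypes were compared probe by probe with limma's moderated test and Benjamini-Hochberg adjustment, without a filter on dim probes, since the methods name none. A probe that was well above background on no array of a genotype has only a bound there. For such a probe a ratio is given, the mean of the brighter genotype over the mean of the dimmer one. In the dimmer genotype each array counts with the higher of the probe's own signal and the array's lowest signal well above background. This ratio is no lower bound where some arrays of the brighter genotype were not well above background.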

Next, the expression levels of markers of pluripotent stem cells, *Nanog*, endogenous *Oct3/4*, *ERas*, *Esg1* and *Ecat1*, were quantified by RT-PCR. *Aid* ^−/−^ iPS cells exhibited 1.9-fold higher expression of *Ecat1* than in *Aid* ^+/+^ iPS cells, while there were no statistically significant differences in the other genes (Fig. 2C).

We then assessed the DNA methylation status of the *Ecat1* promoter region. The proportion of methylated CpG was 89.0±0.7% in *Aid* ^+/+^ MEFs (Fig. 2D). On the other hand, that of *Aid* ^+/+^ iPS cells and established, well-characterized iPS cells (E-iPS cells), was 55.4±5.0% and 49.4%, respectively, which were similar to that of ES cells (44.0±33.0%) [2], [21]. These results indicated that the promoter region was demethylated during iPS cell generation. The DNA methylation level in *Aid* ^−/−^ iPS cells was 51.7±7.9%, which was comparable to that of the *Aid* ^+/+^ iPS cells, suggesting that the difference in *Ecat1* expression was not due to a change in the DNA methylation level in the *Ecat1* promoter region (Fig. 2D).

Subsequently, we compared the global gene expression profiles of six *Aid* ^+/+^ and six *Aid* ^−/−^ iPS cell clones, and detected 12 downregulated and 26 upregulated probes among a total of 54,497 probes examined in *Aid* ^−/−^ iPS clones (fold change >2, corrected *p*-value <0.05) (Fig. 2E and Table S2). 

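In limma's fit of the 6 Aid+/+ and 6 Aid−/− clones, 14 probes were higher and 5 were lower in Aid−/− clones at a fold change over 2 and an adjusted p under 0.05. The adjusted p alone was passed by 34 probes, 17 higher and 17 lower. At an unadjusted p under 0.05 there were 7569 probes, where chance would give about 2784 of the 55681, but 2 of 99 other splits of the clones into 6 and 6 gave as many (up to 8819) and experiment 979 against the other clones gave 7809, so this excess is not specific to the genotype. With the methods' t-test on the authors' deposited log2 values, 26 probes were higher and 12 were lower past both thresholds. The count moved most with slide as a fixed block, to 761 higher and 424 lower, and in that fit the difference between genotypes comes from slide 3 alone. With clone series as a random block, 5 probes were higher and 1 was lower. This block gives all probes the same correlation within a series (0.079). It therefore allows only in part for the shared origin of clones at probes that differ strongly between series. Among the largest changes were those of Lgals6 (probe A_52_P154741), with a log2 fold change of 2.96 (standard error 0.29, adjusted p = 0.00359), and of C030039L03Rik, now named Zfp607b (A_55_P1974612), with 2.67 (standard error 0.29, adjusted p = 0.0072). Both were well above background on all 12 arrays. Apol9a, Plcl1, Tlr6 and the lincRNA probe A_30_P01025542 were well above background on no Aid+/+ array and on 4, 3, 1 and 3 of the 6 Aid−/− arrays. The ratio of Aid−/− over Aid+/+ clones, as defined above, was 3.97 for Apol9a, 3.79 for Plcl1, 2.80 for Tlr6 and 2.93 for A_30_P01025542. This lincRNA probe lies on chromosome 1 of mm9 from 134167181 to 134181386. These ratios count the Aid−/− arrays that were not well above background at their measured signal. They are therefore no lower bounds on the fold change. With normexp background correction of the median spot signals, chosen after the data were seen, which draws dim probes together, the log2 fold changes were 0.33 for Apol9a, 0.19 for Plcl1, 0.05 for Tlr6 and 0.18 for A_30_P01025542, and none of them passed in limma (adjusted p = 0.0726, 0.232, 0.635 and 0.158). With clone series as a random block these probes did not pass either (adjusted p = 0.0774 for Apol9a, 0.0987 for Plcl1, 0.0987 for Tlr6 and 0.0909 for A_30_P01025542). Of the lower probes, 9430069I07Rik (A_55_P2196447) had a log2 fold change of -1.81 (standard error 0.24, adjusted p = 0.0315, or 0.072 with clone series as a random block) and was well above background on all 12 arrays. Gsx2 (A_55_P2052071) passed both thresholds with an adjusted p of 0.00116 but was well above background on no array, so no fold is given for it. Gsx2 was also the only lower probe that passed with clone series as a random block. Of the 19 probes past both thresholds, 10 were well above background on all 12 arrays and 2 on none.

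**Figure D1:**
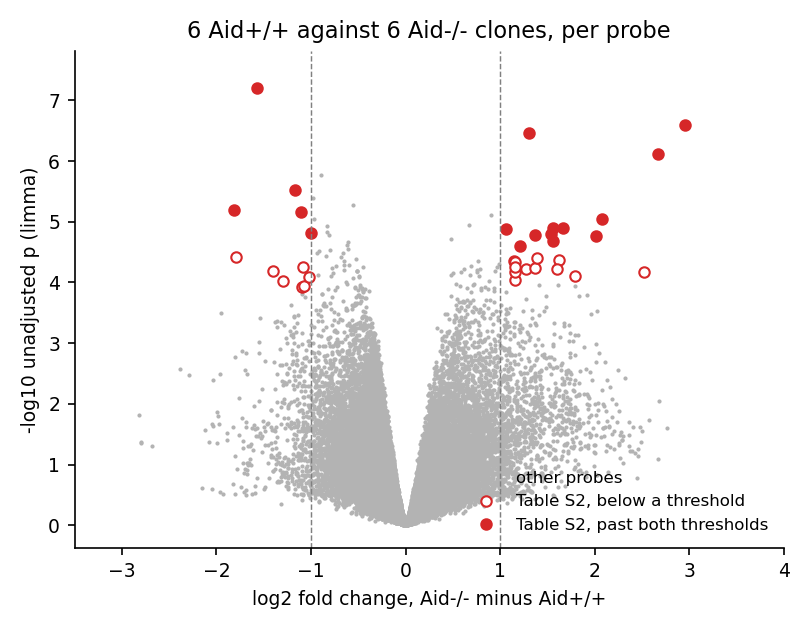
Log2 fold change of Aid−/− minus Aid+/+ clones (horizontal axis) against -log10 of limma's unadjusted p (vertical axis) for each probe. Filled red points are probes of Table S2 past both thresholds, open red points are other probes of Table S2, grey points are all other probes, and dashed lines mark a fold change of 2. The horizontal axis ends at a log2 fold change of 4, and larger ones are not drawn.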

A hierarchal cluster analysis did not show any clear segregation of *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells (Fig. S11). These results demonstrated that there were few differences between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells in terms of the global gene expression patterns.

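Distances between the 12 clones were computed from the 39232 probes that had a value on every array and were well above background on at least 1 of them, as Euclidean distances of the log2 normalized signals, since the paper's text names neither a distance nor a linkage. The mean distance was 158 between clones of different genotype and 148 between clones of the same genotype. The difference of 10.1 was as large in few of all the splits of the clones into 6 and 6 (exact permutation test, one-sided, p = 0.00649). The same difference was 22.1 for clone series (exact permutation test, one-sided, p = 0.00013), 13.8 for experiment 979 against the other clones (p = 0.00216, the smallest that the splits allow) and 13.1 for slide (exact permutation test, one-sided, p = 0.0319). Clones of different genotype lay 158 ± 24.9 apart (SD, 36 pairs), and clones that shared a genotype but not a series 156 ± 19.4 (SD, 18 pairs). Clones of the same series lay 135 ± 26.5 apart (SD, 12 pairs). By the names, all pairs of the same genotype from other series set experiment 979 against the other clones. Only some pairs of different genotype do, so the means of these kinds of pairs are not matched and cannot rule out a genotype difference. Within experiment 979 alone, and within slide 3 alone, the separation of the genotypes was 24.4 and 28.7, and 3 clones against 3 allow no exact p below 0.1. Each genotype is a single clone series in these subsets, so these values cannot tell genotype from series. In an average-linkage tree divided into 2 groups, clone 967B4 stood apart from the other 11 clones. Divided into 4, the tree set apart series 979F, clone 981E5 and clone 967B4, and the remaining group held 5 Aid+/+ and 2 Aid−/− clones. For 11 of the 12 clones the nearest clone was of the same series, and for all 12 it was of the same genotype.

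**Figure D2:**
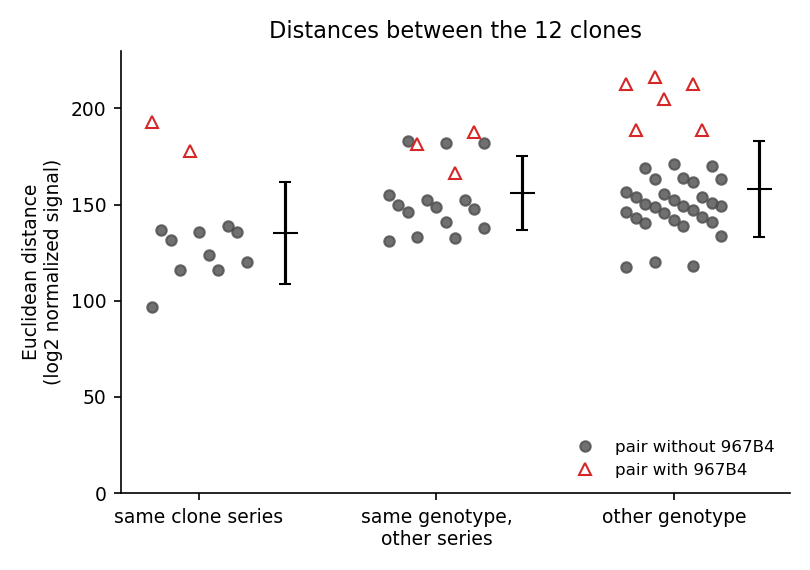
Euclidean distance of log2 normalized signals (vertical axis) for the 66 pairs of clones, in pairs of the same clone series, of the same genotype but another series, and of different genotypes. Each point is 1 pair, open triangles are pairs with clone 967B4, and the black marks show the mean ± SD. Pairs of different genotypes overlap with pairs of the same genotype from other series, but only the latter all set experiment 979 against the other clones.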

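Over all 55681 probes the mean signals of the genotypes correlated with a Pearson r of 0.996 across probes, which are not independent replicates. A fold change over 2 at any p was seen for 1457 probes, or 2.62%, and for 240 of the 28392 probes that were well above background on all 12 arrays. Over these 28392 probes the median absolute log2 fold change was 0.16. In limma's fit the simulated arrays described in the processing summary returned 186 of 200 changed probes at these sample sizes. The planted changes were well over 2-fold, in probes well above background on all 12 arrays, and no clone series were simulated. The share therefore does not hold for changes near 2-fold, for dim probes or for clones that share a series. Of the pluripotency markers measured by RT-PCR in Fig. 2C, none passed on the arrays when adjusted over all probes, and Eras passed when adjusted over the list alone (adjusted p = 0.0239 from limma). The log2 fold change was -0.11 (standard error 0.23, adjusted p = 0.908) for Nanog, -0.06 (standard error 0.14, adjusted p = 0.944) for Pou5f1 (Oct3/4), -0.70 (standard error 0.19, adjusted p = 0.141) for Eras and -0.13 (standard error 0.10, adjusted p = 0.648) for Dppa5a (Esg1). Khdc3 (Ecat1) had a log2 normalized signal of 2.89 ± 0.47 (SD, n = 6) in Aid−/− clones and 2.77 ± 0.21 (SD, n = 6) in Aid+/+ clones. This log2 fold change of 0.13 (adjusted p = 0.857) was smaller than its standard error of 0.20. The 7 probes of Gapdh, to which the RT-PCR was normalized, had log2 fold changes from -0.52 to -0.11, with adjusted p from 0.0523 to 0.574 in limma, and 5 of the 7 passed with the methods' t-test on the deposited log2 values. From the few probes past the thresholds and the lack of a clear segregation in the cluster analysis, the paper concludes that the global gene expression of Aid+/+ and Aid−/− iPS cells differed little.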

To evaluate the differentiation potential of *Aid* ^−/−^ iPS cells, we first performed an *in vitro* differentiation assay. *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells were differentiated through the formation of embryoid bodies (EBs). Subsequently, the expression of marker genes for the three germ layers was examined by immunostaining. Differentiated *Aid* ^−/−^ iPS cells expressed Sox17 (endoderm), smooth muscle actin (SMA) (mesoderm) and βIII tubulin (ectoderm) (Figs. 2F and S12). These results suggested that *Aid* ^−/−^ iPS cells had the capacity to differentiate into all three germ layers *in vitro*. We also performed a teratoma formation assay and confirmed the potential of the cells to differentiate into all three germ layers (data not shown).

We then injected *Aid* ^−/−^ iPS cells into early mouse embryos and tested their contribution to adult chimeras (Fig. 2G). Chimeras could be generated from seven out of eight clones of *Aid* ^−/−^ iPS cells (87.5%) (Table S3). The gonads were isolated from 13.5 days post-coitum embryos to evaluate their differentiation into germline cells. Nanog is a marker of primordial germ cells (PGC) [2], [22], and the existence of GFP-positive cells in the gonads indicated their contribution to the germline (Fig. 2H). As a result, it was concluded that *Aid* ^−/−^ iPS cells have a capacity for self-renewal and pluripotency that is similar to that of *Aid* ^+/+^ iPS cells.

### DNA Methylation Status of *Aid* ^−/−^ iPS Cells

Since AID has been reported to play roles in the demethylation of the human *NANOG* and *OCT3/4* promoters in fusion-mediated reprogramming [15], we analyzed the DNA methylation status of mouse orthologous gene promoters in *Aid* ^−/−^ iPS cells (Figs. 3A and B). The methylation level of the *Nanog* promoter was high (76.2±4.2%) in *Aid* ^+/+^ MEFs, whereas it was low (11.1±2.6%) in *Aid* ^+/+^ iPS cells, as observed in previous reports (Fig. 3A) [1]–[3]. *Aid* ^−/−^ iPS cells also showed 10.3±2.2% methylation, which was not significantly different from that in *Aid* ^+/+^ iPS cells. In the same way, the *Oct3/4* promoter showed hypomethylation in both *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells (Fig. 3B).

**Figure 3:**
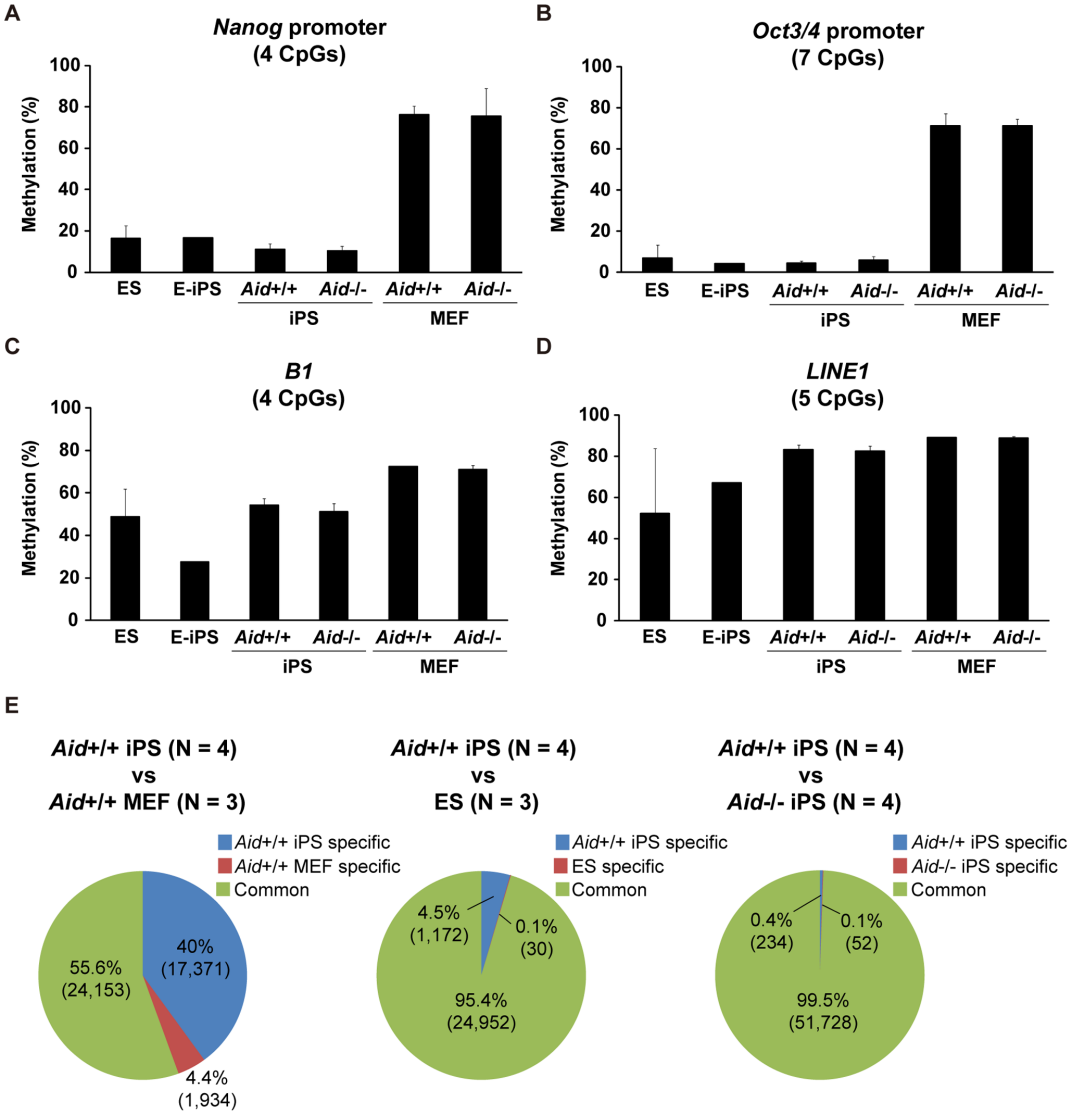
The DNA methylation status of *Aid* ^−/−^ iPS cells. (A–D) The DNA methylation status of the *Nanog* promoter (A), *Oct3/4* promoter (B), B1 (C) and LINE1 (D) detected by pyrosequencing. The iPS cell clones analyzed were the same as those examined in Fig. 2C. The data are represented as the averages ± SD of the clones. (E) The results of the comprehensive DNA methylation analysis with MBD-sequencing. Pie charts show the comparison of the detected methylated regions between *Aid* ^+/+^ iPS cells and *Aid* ^+/+^ MEFs (left), *Aid* ^+/+^ iPS cells and ES cells (middle), and *Aid* ^+/+^ iPS cells and *Aid* ^−/−^ iPS cells (right). DMRs; Differentially methylated regions, CMRs; Commonly methylated regions.

We next assessed the DNA methylation level of the B1 repeat and LINE1 sequences [23], [24] to determine the effects of Aid depletion on the global DNA methylation status (Figs. 3C and D). The B1 and LINE1 sequences are distributed all over the genome, and cover 2.6% and 19.2% of the mouse genome, respectively [25]. Although there were variations among ES cells, the DNA methylation level of the B1 repeat sequence in *Aid* ^+/+^ MEFs (72.3±0.3%) was higher than that of *Aid* ^+/+^ iPS cells (54.1±3.2%), thus suggesting a decrease in the methylation during iPS cell generation (Fig. 3C). The B1 repeat regions in *Aid* ^−/−^ iPS cells showed a comparable level of DNA methylation (51.1±4.0%) to that in *Aid* ^+/+^ iPS cells. Similar results were obtained for the LINE1 sequence, although the changes were smaller than those of the B1 repeat (Fig. 3D).

To examine the global DNA methylation status of *Aid* ^−/−^ iPS cells in greater detail, we concentrated the methylated genomic fragments by performing immunoprecipitation using the methyl-CpG binding domain protein (MBD) and analyzed the methylation levels by deep sequencing (MBD-seq) [26]. The fragments were mapped to the mouse genome (average, 79.4±7.6%, Table S4) and subsequently, the peaks of the mapped tags were detected by a MACS algorithm [27]. These peaks defined specific methylated regions. Three or four cell lines were used for each cell type. To evaluate the dispersion of the data on MBD-seq, we first compared two cell samples for each cell type, and examined the proportion of the overlap in methylated regions (Fig. S13A). In the case of three *Aid* ^+/+^ MEFs, the proportions were 69% (*Aid* ^+/+^ MEF#1 vs *Aid* ^+/+^ MEF#2), 62% (*Aid* ^+/+^ MEF#1 vs *Aid* ^+/+^ MEF#3) and 53% (*Aid* ^+/+^ MEF#2 vs *Aid* ^+/+^ MEF#3). On the other hand, those of the *Aid* ^+/+^ iPS cells, *Aid* ^−/−^ iPS cells and ES cells were 60 to 78% (n = 4), 63 to 77% (n = 4) and 27 to 46% (n = 3), respectively. ES cells showed a relatively low overlap. This was likely due to the differences in the original mouse strains among these ES cell clones.

To confirm the validity of our studies, we carried out an experiment to evaluate the reliability of the MBD-seq. From the analysis of *Aid* ^+/+^ iPS cells and parental *Aid* ^+/+^ MEFs, a total of 43,458 methylated regions were detected (Figs. 3E and S13B, Table S5). Among them, the numbers of differentially methylated regions (DMRs) in *Aid* ^+/+^ iPS cells and *Aid* ^+/+^ MEFs were 17,371 (40%) and 1,934 (4.4%), respectively. In the case of *Aid* ^+/+^ iPS cells and ES cells, a total of 26,154 regions were detected (Figs. 3E and S13C, Table S5). The numbers of DMRs in the *Aid* ^+/+^ iPS cells and ES cells were 1,172 (4.5%) and 30 (0.1%), respectively. The proportion of DMRs between *Aid* ^+/+^ iPS cells and *Aid* ^+/+^ MEFs (44.4%) was larger than that in *Aid* ^+/+^ iPS cells and ES cells (4.6%), thus suggesting that the analysis reflected the differences in the cell types.

We next compared *Aid* ^+/+^ iPS cells with *Aid* ^−/−^ iPS cells, and found a total of 52,014 regions (Figs. 3E and S13D, Tables S5 and S6). Almost all regions were commonly methylated regions (CMRs) (99.5%), and only 234 (0.4%) and 52 (0.1%) regions were DMRs in *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells, respectively. Consequently, the MBD-seq exhibited few differences in the global DNA methylation status between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells.

A pyrosequencing analysis revealed significant differences in the DNA methylation levels at the *Nanog* and *Ecat1* promoter regions between *Aid* ^+/+^ iPS cells and *Aid* ^+/+^ MEFs (Figs. 2D and 3A). However, the MBD-seq analysis of *Aid* ^+/+^ MEF-DMRs compared with *Aid* ^+/+^ iPS cells did not include either of these promoters, although there were some mapped reads detected at the Nanog promoter in *Aid* ^+/+^ MEFs (Fig. S13E). One possible explanation for this different result is that MBD-seq is a method based on immunoprecipitation, which can be affected by the density of CpGs [28].

## Discussion

Our findings demonstrated that Nanog-GFP-positive iPS cells could be generated from *Aid* ^−/−^ mice. The deletion, knockdown and overexpression of Aid did not affect the efficiency of iPS cell generation. Based on the results of our characterization, *Aid* ^−/−^ iPS cells did not have any major defects in their capacity for self-renewal or pluripotency. In addition, there were few significant differences between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells in the comprehensive DNA methylation assay. These results suggest that Aid does not have a crucial function in DNA demethylation during iPS cell generation.

Previous studies have indicated that Aid is involved in DNA demethylation in the early embryos of zebrafish, in mouse PGCs and in the reprogramming of human fibroblasts fused with mouse ES cells [10], [14], [15]. These studies led us to hypothesize that Aid was also involved in the DNA demethylation that occurs during iPS cell generation. However, our results did not support this hypothesis. One possible reason was thought to be compensation by other genes.

Bhutani et al. reported that transient knockdown of Aid in the initial phase of iPS cell generation decreased the efficiency of mouse iPS cell generation, while genomic deletion of Aid did not affect it [19]. Based on these results, they suggested that there may be compensation mechanisms for genomic depletion. We also examined the effects of transient knockdown by the shRNA sequences employed in their report. However, this transient knockdown did not affect the efficiency of iPS cell generation in our hands. Habib et al. reported similar results [29], thereby supporting our present findings.

The effect of Aid overexpression is also controversial. Bhutani et al. showed that the overexpression of human AID enhanced the generation of mouse iPS cells [19]. On the contrary, the addition of mouse Aid did not affect the reprogramming efficiency in our current study. Kumar et al. and Habib et al. also examined the effects of mouse Aid overexpression on the proportion of Oct3/4-positive cells during iPS cell generation, and did not observe any significant effect [29], [30]. Further supporting our results, even in mature B cells expressing abundant Aid (Fig. 1A), Aid was not involved in determining the DNA methylation status [31], [32]. The homology of human and mouse Aid is 92% at the amino acid sequence level. Although the homology is relatively high, it is still possible that the differences might influence the effects of Aid overexpression on the reprogramming.

After the formation of iPS colonies, the efficiency of establishing stable cell lines from *Aid* ^−/−^ MEFs (91.7±14.4%) was comparable to that from *Aid* ^+/+^ MEFs (90.7±16.2%, Table S1) in the present study. On the other hand, Kumar et al. reported that five out of 12 *Aid* ^−/−^ iPS cell colonies (41.7%), but zero out of 13 *Aid* ^+/+^ iPS cell colonies differentiated during the culture period [30], which suggested the involvement of Aid in the maintenance of pluripotency. This instability, however, could not be rescued by the ectopic expression of Aid. They discussed that there may be unknown molecular mechanism(s), beyond that mediated by Aid, that contribute to the maintenance of pluripotency. It should be noted that *Aid* ^−/−^ ES cells can be established and give rise to chimeric mice [12]. In addition, constitutive expression of Aid did not disrupt general mouse development [33]. These reports indicated that Aid may not have a crucial function in the maintenance of pluripotency in ES cells.

There were several controversial studies about the function of Aid in factor-mediated reprogramming, while all of these studies showed the generation of iPS cell colonies from *Aid* ^−/−^ mice. One possible explanation for the diverse results is the differences in the experimental settings among studies, such as the construction of the reprogramming vectors, culture medium, the method used to evaluate the reprogramming efficiency and the mouse strain. The deaminase activity of Aid is reported to be regulated by its phosphorylation at Thr27 and Ser38 [34], [35], as well as its cellular localization [36], [37]. The experimental settings can also affect the activity of Aid.

The expression of *Ecat1* in *Aid* ^−/−^ iPS cells was 1.9-fold higher than that of *Aid* ^+/+^ iPS cells (Fig. 2C). The function of Ecat1 in pluripotent stem cells has not been well studied. Therefore, it is difficult to speculate on the biological meaning of the difference in expression. The methylation level of the promoter seemed to have little effect on this distinct expression. The involvement of Aid in the change in Ecat1 expression needs to be studied.

For the comprehensive DNA methylation assay, we employed MBD-seq in combination with the detection of methylated regions by using a MACS algorithm. It should be noted that this detection is affected by the types of cells being examined. The number of methylated regions in *Aid* ^+/+^ iPS cells (94,615±13,994) (Table S4) was two times higher than that in *Aid* ^+/+^ MEFs (47,278±11,215). These results were different from those in a previous report showing that there were no significant differences between the levels of global DNA methylation in ES cells and fibroblasts examined by bisulfite sequencing [38]. We found a lot of small peaks in the *Aid* ^+/+^ MEFs compared with the *Aid* ^+/+^ iPS cells in our study (Fig. S13F). One possible cause of the small peaks is populational heterogeneity. MEFs consist of variety of cell types, while iPS cells are clonal uniform cells. It is possible that the small peaks were recognized as background differences by the MACS algorithm, and influenced its sensitivity of detection. On the other hand, in the case of comparisons between the same cell type, such as *Aid* ^+/+^ iPS cells and *Aid* ^−/−^ iPS cells, the number of detected regions was 94,615±13,994 and 85,968±10,880, which was not significantly different.

Our current study suggested that there is likely some yet to be elucidated mechanism(s) responsible for demethylation during iPS cell induction other than that involving Aid. The DNA methylation status is known to be related to the histone modifications [39]. Recently, histone modifiers like Suv39H1, the NuRD complex and Utx were reported to function during iPS cell generation [40]–[42]. Therefore, if there are unknown DNA demethylation enzyme(s), they may work with the interactions of such histone modifiers. One possible candidate would be Tet2, an enzyme converts 5-methylcytosine to 5-hydroxymethycytosine, which is recently reported to function in DNA demethylation during iPS cell generation [43]. It is also important to examine the involvement of passive DNA demethylation, which dilutes methylated DNA in a cell division-dependent manner. Treatment of the reprogramming cells with inhibitors of DNA methylation and histone modification, such as 5-azacytidine and trichostatin A, would help to investigate these factors in greater detail.

As described above, Aid initiates class switch recombination and somatic hypermutation by generating point mutations at Ig locus in B cells [12], [13]. In addition, Aid is also reported to generate point mutations and/or double strand breaks at non-Ig locus, for example BCL6, MYC, PIM1 and PAX5, which are related to the cancer genesis [44]–[46]. These results suggest that Aid potentially generate genomic mutation during iPS cell generation. Several reports have indicated that iPS cell clones have genomic mutations that occurred during the reprograming process and/or during cell culture [47], [48]. On the contrary, one paper showed that most of the genomic mutations in iPS cells were preexisting in the parental somatic cells [49]. Although it is still unclear whether iPS cells develop genomic mutations during the reprogramming process, the effect of Aid on mutations should be carefully examined.

In summary, we herein showed that mouse iPS cells can be normally established in the absence of a functional Aid gene. The *Aid* ^−/−^ iPS cells were similar to the *Aid* ^+/+^ iPS cells in terms of their capacity for self-renewal and pluripotency, as well as their DNA methylation status. These results suggest that Aid does not have any crucial function in DNA demethylation during iPS cell generation.

## Materials and Methods

### Plasmid Constructs

The coding regions of mouse Aid (NM_009645.2, NCBI) and mouse Apobec1 (NM_001134391, NCBI) were cloned from mouse ES cells by RT-PCR. The PCR products were sequenced and subcloned into pENTR-D-TOPO (Invitrogen) and recombined with pMXs-gw [1] using LR recombinase according to manufacturer’s instructions (Invitrogen). Mouse dominant-negative Apobec1 (H61K/C93S/C96S) [20] was generated by PCR-based site-directed mutagenesis. To generate lentivirus vectors encoding doxycycline-inducible reprogramming factors, TRE, the Gateway cassette (Invitrogen) and rtTA2s-M2 (Clontech) were introduced into a pLKO.1 backbone (#10878, Addgene). Then coding sequences of Oct3/4, Sox2, Klf4 and c-Myc were inserted by the LR reaction to make pLV-TRE-rtTA2s-M2-Oct3/4, -Sox2, -Klf4 and -c-Myc. psPAX2 (#12260) and pMDG.2 (#12259) were obtained from Addgene. The primers used for the construction of plasmids are listed in Table S7.

### Mice

All mice used in this study were bred and sacrificed appropriately following the code of ethics of the Animal Research Committee of Kyoto University. The animal care and experimental procedures used in this study were approved by the Animal Research Committee of Kyoto University and were carried out according to the Regulation on Animal Experimentation at Kyoto University (approval ID: 2–10). To generate *Aid* ^−/−^ Nanog-GFP reporter mice, *Aid* ^−/−^ mice (C57BL6) [12] were crossed with Nanog-GFP mice [2].

### Establishment of MEFs

The establishment of MEFs was performed from individual 13.5 d.p.c embryos, as described previously, with some modifications [50]. Briefly, heads and gastrointestinal tract tissues were removed from the embryos. The embryos were then dissected using a pair of scissors and dissociated using trypsin. The cell suspensions were plated onto a 100-mm gelatin-coated dish. Three days after the plating, the MEFs were expanded to three 100-mm dishes. Three days after the passage, the MEFs were trypsinized, divided into six vials and frozen as a stock. *Aid* ^+/+^ and *Aid* ^−/−^ MEFs derived from male mice, which were homozygous for the Nanog-GFP reporter, were used for iPS cell generation. The littermates of *Aid* ^+/+^ and *Aid* ^−/−^ mice were generated by crossing Aid heterozygous KO male and female mice, and MEFs were also generated from these mice.

### Cell Culture

RF8 ES cells (129S4 background) [51], B6 ES cells (C57BL/6 background) [52] and MG1.19 (129/Ola background) [53] cells were maintained in ES medium (DMEM containing 15% FBS, 2 mM L-glutamine, 1×nonessential amino acids, 1.1 mM 2-mercaptoetahanol, 50 units/mL penicillin and 50 μg/mL streptomycin) with LIF on feeder cells, as described previously [2]. As a source for LIF, we used the conditioned medium from Plat-E cells [54] that had been transduced with a LIF-expressing vector. The *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells and E-iPS cells (20D17 and 178B5) [2], [21] were maintained in ES medium with LIF and 1.5 μg/mL puromycin on feeder cells. MEFs were maintained in fibroblast medium (DMEM containing 10% FCS, 50 units/mL penicillin and 50 μg/mL streptomycin) as described previously [50]. The Plat-E cells were maintained in fibroblast medium with 1 μg/mL puromycin and 10 μg/mL blasticidin. Primary B cells were maintained in RPMI 1640 supplemented with 10% FCS, 10 mM 2-mercaptoethanol, 5% NTCT, 20 mM HEPES, 2 mM L-glutamine, 100 units/mL penicillin and 100 μg/mL streptomycin, as described previously, with some modifications [55].

### Generation and Establishment of Mouse iPS Cells from MEFs Using Retroviruses

The generation of mouse iPS cells from MEFs was performed using retroviruses as described previously, with some modifications [50]. Briefly, Plat-E cells were seeded at 3.6×10^6^ cells per 100 mm dish. On the following day, reprogramming factors were independently introduced into Plat-E cells using the FuGENE 6 (Roche) transfection reagent. After 24 h, the medium was replaced with fibroblast medium. MEFs were seeded in six-well plates at 2×10^5^ cells per well. The following day, virus-containing supernatants from the Plat-E cultures were recovered and filtered using a 0.45 μm pore size cellulose acetate filter. Equal volumes of virus-containing supernatants were mixed together (for example, viruses for Oct3/4, Sox2, Klf4, c-Myc and Aid), then the MEFs were incubated in virus supernatant containing polybrene at a final concentration of 4 μg/mL for 24 h. Four days after transduction, the MEFs were reseeded onto dishes covered with feeder cells. As the combinations of reprogramming factors affect the efficiency of iPS cell generation [21], [56], we re-seeded 10^3^ cells per 100 mm dish for 4 Fs and 10^4^ cells for 3 Fs. One day after the re-seeding, the medium was changed to ES cell medium with LIF. The puromycin selection (1.5 μg/mL) was started from day 14 for 4 Fs and from day 21 for 3 Fs. The number of iPS colonies was counted on day 25 for 4 Fs and on day 30 for 3 Fs.

To establish mouse iPS cells, GFP-positive iPS colonies were mechanically picked up and passaged on feeder cells [50]. To examine the number of SSEA1-positive cells, we reseeded 1.5×10^3^ MEFs onto gelatin-coated 6-well plates four days after the transduction of 4 Fs and cultured them in ES medium. Eight, 12, 16, 20, 24 and 28 days after the transduction, we counted the number of total cells and analyzed the proportion of SSEA1-positive cells by flow cytometry The number of SSEA1-positive cells was calculated by multiplying the number of total cells by the proportion of SSEA1-positive cells. The antibody used for flow cytometry was an Alexa Fluor 647-conjugated anti-SSEA1 antibody (sc-21702 AF647, Santa Cruz Biotechnology).

### Generation of Mouse iPS Cells from MEFs with Lentiviruses

The 293T cells were seeded at 3.6×10^6^ cells per 100-mm dish. On the following day, reprogramming factors were independently introduced into 293T cells with psPAX2 and pMDG.2 using the FuGENE 6 transfection reagent. After 24 h, the medium was replaced with fibroblast medium containing 10 μM forskolin. Two days after the removal of the transfection reagent, virus-containing supernatants from the 293T cells were recovered and filtered with a 0.45 μm pore size cellulose acetate filter. To enrich the lentiviruses, PEG-*it* Virus Precipitation Solution (System Biosciences) was added, and the mixture was kept at 4°C for 24 h according to the manufacturer’s protocol. Finally, a two-fold enriched lentivirus solution was prepared.

For iPS cell generation, equal volumes of lentiviruses which encoded Oct3/4, Sox2, Klf4 and c-Myc were mixed together. MEFs were seeded in six-well plates at 2×10^5^ cells per well one day before the transduction. The following day, MEFs were incubated in medium containing the viruses and polybrene at a final concentration of 8 μg/mL for 24 h. One day after the transduction, the virus supernatant was removed and changed to ES medium containing doxycycline at a final concentration of 2 μg/mL. Four days after transduction, the MEFs were reseeded onto dishes with feeder cells. The number of iPS colonies was counted on day 30.

### Isolation of Primary B Cells

Primary B cells were isolated from mouse spleens by immunomagnetic depletion with anti-CD43 MicroBeads (Miltenyi Biotech) [45]. The harvested cells were stimulated in the presence of 25 μg/mL LPS (Roche) and 50 ng/mL IL-4 (Sigma-Aldrich) for three days. After the stimulation, RNA was isolated for a further analysis.

### Generation of Mouse iPS Cells from Primary B Cells

CD43-negative primary B cells were isolated from mouse spleens and stimulated in the presence of 25 μg/mL LPS (Roche) and 50 ng/mL IL-4 (Sigma-Aldrich) for 24 h. Then, 10^6^ cells were cultured in 2 mL of the medium containing retroviruses encoding reprogramming factors with LPS and IL-4 in one well of a six-well plate for two days. After the infection, the medium was changed to ES medium, and 5×10^5^ cells were reseeded onto SNL feeder cells in the 100 mm dishes. On days five and seven, 10 mL of ES medium was added to the dish, and the medium was replaced on day nine. Twenty-five days after the B cell isolation, the number of GFP-positive colonies was counted.

### Gene Knockdown

The hairpin sequences for Aid and GFP were cloned into the pLKO.1 vector. The preparation of lentiviruses was performed as described above. One day before the transduction, MEFs were seeded in 60-mm dishes at a concentration of 4×10^5^ cells/dish. On the following day, MEFs were incubated in medium containing the virus (es) and polybrene (8 μg/mL) for 24 h. Two days after the infection, puromycin was added to the medium for the selection of shRNA-expressing cells. Three days after the addition of puromycin, the total RNA was isolated. The oligo DNAs used for the hairpin sequences are listed in Table S7.

### Southern Blot Analysis

Genomic DNA (6 μg) purified from cultured cells was digested with *Bam*HI and *Eco*RI, separated on 0.8% agarose gels and transferred to nylon membranes (Amersham). The membranes were incubated with digoxigenin (DIG)-labeled DNA probes in DIG Easy Hyb Buffer (Roche) at 42°C with constant agitation. After washing, an alkaline phosphatase-conjugated anti-DIG antibody (1∶10,000, Roche) was added to the membrane. Signals were raised by CDP-star (Roche) and detected by the LAS3000 imaging system (FUJIFILM). The Klf4 cDNA probe was generated using the DIG DNA labeling mix (Roche). The primers used in this experiment are listed in Table S7.

### RNA Isolation and Reverse Transcription

To exclude any contamination of the feeder cells, ES cells and iPS cells were passaged twice on gelatin-coated dishes. Subsequently, the total RNA was isolated from the cells using the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. The extracted RNA was treated with TURBO DNase (Ambion) for 30 minutes at 37°C to eliminate the genomic DNA contamination. RNA (1 μg) was reverse transcribed with RevaTra Ace (TOYOBO) using oligo-dT primers in a 20 μL reaction volume. The cDNA was diluted with 80 μL distilled water, and 2 μL of the dilution was used for PCR assays.

### Quantitative PCR

Quantitative PCR was performed with the StepOnePlus Real-Time PCR system (Applied Bio Systems) and SYBR *premix Ex Taq*II (Takara) according to the manufacturer’s instructions. The primers used for the PCR reaction are listed in Table S7.

### Western Blot Analysis

The Western blot analyses were performed as described previously, with some modifications [57]. Briefly, 5×10^5^ primary B cells were lysed with 50 μL 1 × NuPAGE LDS Sample Buffer (Life Technologies) according to manufacturer’s protocol. Subsequently, we used 7 μL of the sample for electrophoresis on 12% SDS-polyacrylamide gel, and transferred the proteins to a polyvinylidine difluoride membrane (Millipore). The blot was blocked with TBST (20 mM Tris-HCl, pH 7.6, 136 mM NaCl, and 0.1% Tween-20) containing 5% skim milk. The membranes were incubated in Can Get Signal Immunoreaction Enhancer Solution I (TOYOBO) with primary antibody solution at 4°C overnight. Then, the membrane was incubated in Can Get Signal Immunoreaction Enhancer Solution II (TOYOBO) with a horseradish peroxidase (HRP)-conjugated secondary antibody for 1 hr at room temperature. Signals were detected with the ECL Prime Western Blotting Detection System (GE Healthcare) and the LAS3000 imaging system (FUJIFILM, Japan). The antibodies used for the Western blotting analysis were anti-Aid (1∶1000, mAID-2, eBioscience), anti-β actin (1∶1000, AC15, Sigma-Aldrich), anti-mouse IgG-HRP (1∶1000, #7076, Cell Signaling) and anti-rat IgG-HRP (1∶1000, #712-035-153, Jackson ImmunoResearch).

### Clonogenic Assay

Nanog-GFP-positive and DAPI-staining-negative single iPS cells were plated into each well of 96-well plates after being sorted by a FACS Aria instrument (BD). Seven days after plating, the cells were fixed and stained with an anti-Oct3/4 antibody (1∶100, C-10, Santa Cruz Biotechnology) and DAPI (Sigma-Aldrich). The secondary antibody used was Alexa Fluor 647-conjugated goat anti-mouse IgG (1∶500, Life Technologies). Subsequently, the number of Nanog-GFP positive colonies was counted.

### *In vitro* Differentiation

For the EB formation, iPS cells were harvested by trypsinization and transferred to bacterial culture dishes in ES medium without LIF. After seven days, the EBs were photographed and plated into gelatin-coated dishes for another three days. The cells were fixed with PBS containing 4% paraformaldehyde for 15 minutes at room temperature. Immunostaining was performed as described previously [57]. The primary antibodies used were an anti-Sox17 antibody (1∶200, R&D Systems), anti-SMA antibody (1∶500, 1A4, DAKO) and anti-βIII tubulin (1∶1000, TUJ1, Covance). The secondary antibodies used were Alexa Fluor 488-conjugated donkey anti-Goat IgG (1∶500, Life Technologies) for Sox17, and Alexa Fluor 546-conjugated donkey anti-mouse IgG (1∶500, Life Technologies) for SMA and βIII tubulin.

### Chimera Formation

Ten to fifteen iPS cells were injected into MCH (ICR)-derived blastocysts. After the injection, the blastocysts were transplanted into the uteri of pseudo-pregnant mice.

### DNA Microarray

Total RNA was labeled with Cy3 and hybridized to the Whole Mouse Genome Microarray (Agilent, catalog no. 28005) as described previously, with some modifications [2]. The data were analyzed with the GeneSpring GX version 11 software program (Agilent). Quantile normalization (75%) was performed. The microarray data are available from the Gene Expression Omnibus (GEO), and appear under the accession number GSE51955.

### Pyrosequencing

Bisulfite treatment was performed using the EZ DNA methylation-Gold Kit (ZYMO RESEARCH) with 2 μg of input genomic DNA. The treated DNA was eluted with 20 μL elution buffer, and the concentration was adjusted to 5 ng/μL with distilled water. Subsequently, we performed PCR using 1 μL of the bisulfite-converted genome. PCR products were sequenced using the PyroMark Q96 ID (Qiagen) according to the manufacturer’s protocol. To assess the DNA methylation status of the B1 repeat and LINE1 sequences, the ADS010/Mouse B1 Element Methylation Analysis (EpigenDX) and ADS685/Mouse Line-1 Global Methylation Assay (EpigenDX) were used. The primers used in this experiment are listed in Table S7.

### MBD-sequencing

Genomic DNA was sonicated to 100–300 bp fragments with a Covaris E210 (Covaris) device. Methylated DNA was enriched with an EpiXplore Methylated DNA Enrichment Kit (Takara) according to the manufacturer’s protocol. The enriched methylated DNA was sequenced with a Hiseq2000 device (Illumina). The data were mapped to the mouse genome (UCSC assembly mm9, NCBI built 37) using the BWA 0.5.9rc1 software program (http://bioinformatics.oxfordjournals.org/content/25/14/1754). Peaks were detected by the MACS version 1.4.1 software program (http://genomebiology.com/2008/9/9/r137), with a default *p*-value threshold of *p*<10^−5^ [58]. For the comparison of two cell types, we extracted the overlapping methylated regions among one cell type and examined whether the overlapping regions were also detected in each of the samples of the other cell type, one by one. Subsequently, the regions detected in all samples of one cell type but not in any samples of another cell type were defined as differentially methylated regions (DMRs). When the regions were detected in all samples of both cell types, we named them commonly methylated regions (CMRs). The extraction of overlapping methylated regions was done by a modified method based on intersectBed, which is a component of the BEDTools software program [59]. The annotation of the methylated regions was performed according to the RefSeq database. The data are available from the Gene Expression Omnibus (GEO), under the accession number GSE52136.

### Statistical Analyses

The data are shown as the averages and standard deviations of clones or experiments. Student’s *t-*test was used for the statistical analysis. For multiple testing correction for the microarray analysis and RT-PCR analysis of pluripotent stem cell marker genes, the Benjamini & Hochberg correction was used.

## Supporting Information

Figure S1 A schematic diagram showing the schedule of mouse iPS cell induction from MEFs and primary B cells. (A) A schematic diagram of the schedule of mouse iPS cell induction from MEFs. MEFs, mouse embryonic fibroblasts; DMEM, Dulbecco’s modified Eagle medium; FBS, fetal bovine serum; LIF, leukemia inhibitory factor. (B) A schematic diagram of the schedule of mouse iPS cell induction from primary B cells. LPS, lipopolysaccharide; IL-4, Interleukin-4.
(PDF) Click here for additional data file.

Figure S2 Confirmation of Aid overexpression. (A) Total RNA was isolated from MEFs which were induced by 4 Fs, together with Aid. The data were normalized to the level of *Gapdh* and the control was set at a relative level of 1. The data are the averages ± SD of three independent experiments. (B) The results of a Western blot analysis of Aid in *Aid* ^+/+^ and *Aid* ^−/−^ primary B cells induced by 4 Fs together with Aid.
(PDF) Click here for additional data file.

Figure S3 The number of SSEA1-positive cells generated during iPS cell generation. *Aid* ^+/+^ and *Aid* ^−/−^ MEFs were transfected with 4 Fs on day zero and re-seeded onto gelatin-coated 6-well plates on day four (1.5×10^3^ cells). Subsequently, the number of SSEA1-positive cells was examined by flow cytometry on day 8, 12, 16, 20, 24 and 28. The data are the averages ± SD of three independent experiments.
(PDF) Click here for additional data file.

Figure S4 The efficiency of iPS cell generation from *Aid* ^−/−^ MEFs with various expression levels of reprogramming factors. *Aid* ^+/+^ and *Aid* ^−/−^ MEFs were infected with various amounts (1 to 1/64) of retrovirus 4 Fs, and the number of Nanog-GFP-positive colonies was counted 25 days after the infection. The data are the averages ± SD of five independent experiments.
(PDF) Click here for additional data file.

Figure S5 Effects of Aid knockdown on the efficiency of iPS cell generation. (A) The knockdown efficiency of shAids. Lentiviruses encoding shRNA sequences for Aid were infected into MEFs. From days two to five after the infection, puromycin selection was performed for shRNA expression. The total RNA was extracted five days after the infection. The expression of Aid was examined by quantitative RT-PCR. The data were normalized to *Gapdh,* and the level in cells transfected with the scrambled shRNA was set at a relative level of 1. The data are the averages ± SD of three independent experiments. *, *P*<0.05. (B) The schedule of Aid knockdown during iPS cell generation. On day 0, a mixture of lentiviruses containing doxycycline (dox)-inducible Oct3/4, Sox2, Kfl4 and c-Myc, and constitutive shRNA, were transfected into MEFs. On day 1, dox was added to the culture medium to induce the expression of reprogramming factors. The shRNA-expressing cells were selected by puromycin treatment from days 2 to 4. The MEFs were then re-seeded onto SNL feeder cells on day 4. The number of GFP-positive colonies was counted 30 days after the infection. (C) The effects of Aid knockdown on the efficiency of iPS cell generation. 4 Fs were transfected into *Aid* ^+/+^ and *Aid* ^−/−^ MEFs along with shRNAs. The number of GFP-positive colonies was counted 30 days after the infection. The data are shown as the averages ± SD of three independent experiments.
(PDF) Click here for additional data file.

Figure S6 Effects of Apobec1 and its dominant negative form on the efficiency of iPS cell generation. (A) The expression of Apobec1 (Apo1) and the dominant negative form of Apobec1 (Apo1DN) in MEFs was examined by quantitative RT-PCR. The data were normalized to *Gapdh,* and the control (Cont) was set at a relative level of 1. The data are the averages ± SD of the three independent experiments. (B) The number of GFP-positive colonies from *Aid* ^+/+^, *Aid* ^+/−^ and *Aid* ^−/−^ MEFs induced by 4 Fs, and transfected with Apo1 or Apo1DN, 25 days after the induction.
(PDF) Click here for additional data file.

Figure S7 The results of a Southern blot analysis of the transgene integration with a *Klf4* cDNA probe. The arrowhead indicates the endogenous *Klf4* allele. *Aid* ^+/+^ iPS cell clones, 967B2 and 967B3 and 967C2 and 967C3; and *Aid* ^−/−^ iPS cell clones, 979F4 and 979F5, 981E1 and 981E2 and 981E4 and 981E7, were apparently the same clones based on their integration patterns (asterisk).
(PDF) Click here for additional data file.

Figure S8 The relative expression levels of transgenes. Total RNA was isolated from Fbx15 reporter iPS cells (Fbx-iPS) [1], established iPS cells (20D17 and 178B5), *Aid* ^+/+^ iPS cell clones and *Aid* ^−/−^ iPS cell clones, and was used for a quantitative RT-PCR analysis. Each experiment was repeated two times, and the averages are shown. The data were normalized to *Gapdh,* and the data for Fbx-iPS cells was set at a relative level of 1. The third and fourth bars from the left side show the averages of the *Aid* ^+/+^ and *Aid* ^−/−^ iPS clones, respectively. The error bars represent the SD of the clones. The arrowhead indicates the clones selected for characterization.
(PDF) Click here for additional data file.

Figure S9 The results of a genotyping analysis of the *Aid* ^+/+^ and *Aid* ^−/−^ iPS cell clones. Genomic DNA was isolated from *Aid* ^+/+^ iPS cell clones and *Aid* ^−/−^ iPS cell clones. The genotyping analysis was performed by PCR. The primers used for this experiment are listed in Table S7.
(PDF) Click here for additional data file.

Figure S10 Clonogenic assay. (A) The number of Nanog-GFP positive colonies in 96-well plates. Single *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells were plated into 96-well plates, and the number of Nanog-GFP-positive colonies was counted after seven days. The data are the averages ± SD of three iPS cell clones. (B) The expression of the Oct4 and Nanog-GFP proteins. *Aid* ^+/+^ and *Aid* ^−/−^ iPS cell colonies were stained with an antibody for Oct3/4, along with 4', 6-Diamidino-2-Phenylindole (DAPI). Bars; 100 μm.
(PDF) Click here for additional data file.

Figure S11 Hierarchical clustering. The hierarchical clustering analysis of gene expression was performed using all detected probes.
(PDF) Click here for additional data file.

Figure S12 *In vitro* differentiation of *Aid* ^−/−^ iPS cells. *Aid* ^+/+^ (967C1 and 979B1) and *Aid* ^−/−^ iPS cell clones (979F1 and 981E1) were differentiated *in vitro* through the formation of EBs, and were stained with antibodies for Sox17, SMA and βIII tubulin. Bars; 100 μm.
(PDF) Click here for additional data file.

Figure S13 MBD-sequencing. (A) The proportion of overlapping methylated regions between biological replicates. The proportion was calculated by dividing the number of overlapping regions by the number of total regions detected in the two samples. (B–D) Representative methylated regions identified by the comparison of *Aid* ^+/+^ MEFs and *Aid* ^+/+^ iPS cells (B), ES cells and *Aid* ^+/+^ iPS cells (C) and *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells (D). RPM; Reads per million mapped reads. (E) The number of mapped reads at the Nanog and Ecat1 promoter regions in *Aid* ^+/+^ MEFs and *Aid* ^+/+^ iPS cells. Asterisks indicate the regions examined by pryosequencing in Figs. 2D (Nanog promoter) and 3A (Ecat1 promoter). (F) Representative small peaks in *Aid* ^+/+^ MEFs.
(PDF) Click here for additional data file.

Table S1 The efficiency of establishing *Aid* ^−/−^ iPS cells.
(PDF) Click here for additional data file.

Table S2 A list of the differentially expressed probes between *Aid* ^+/+^ and *Aid* ^−/−^ iPS cells.
(PDF) Click here for additional data file.

Table S3 A summary of the blastocyst injections.
(PDF) Click here for additional data file.

Table S4 A summary of the MBD-seq findings.
(PDF) Click here for additional data file.

Table S5 The classification of the methylated regions detected by MBD-seq.
(PDF) Click here for additional data file.

Table S6 A list of the methylated regions detected by MBD-seq (*Aid* ^+/+^ iPS cells vs. *Aid* ^−/−^ iPS cells).
(XLS) Click here for additional data file.

Table S7 The primers used in the present study.
(PDF) Click here for additional data file.

# Supplementary material for: Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice
**Source:** PLoS One. 2014 Apr 9;9(4):e94735. doi: 10.1371/journal.pone.0094735

**Figure S13**

**A**

| <i>Aid</i> <sup>+/+</sup> MEFs  |                                 |                                 |                                 | <i>Aid</i> <sup>+/+</sup> iPS cells |       |       |       | <i>Aid</i> <sup>-/-</sup> iPS cells |            |       |       | ES cells |       |            |     |       |       |
|---------------------------------|---------------------------------|---------------------------------|---------------------------------|-------------------------------------|-------|-------|-------|-------------------------------------|------------|-------|-------|----------|-------|------------|-----|-------|-------|
| Clone name                      | <i>Aid</i> <sup>+/+</sup> MEF#1 | <i>Aid</i> <sup>+/+</sup> MEF#2 | <i>Aid</i> <sup>+/+</sup> MEF#3 | Clone name                          | 967B2 | 967B4 | 979B1 | 979B3                               | Clone name | 979F1 | 979F3 | 981E1    | 981E4 | Clone name | RF8 | MG1.1 | B6 ES |
| <i>Aid</i> <sup>+/+</sup> MEF#1 |                                 | 69%                             | 62%                             | 967B2                               |       | 69%   | 66%   | 60%                                 | 979F1      |       | 77%   | 74%      | 68%   | RF8        |     | 44%   | 46%   |
| <i>Aid</i> <sup>+/+</sup> MEF#2 |                                 |                                 | 53%                             | 967B4                               |       |       | 78%   | 71%                                 | 979F3      |       |       | 74%      | 67%   | MG1.19     |     |       | 27%   |
| <i>Aid</i> <sup>+/+</sup> MEF#3 |                                 |                                 |                                 | 979B1                               |       |       |       | 77%                                 | 981E1      |       |       |          | 63%   | B6 ES      |     |       |       |
|                                 |                                 |                                 |                                 | 979B3                               |       |       |       |                                     | 981E4      |       |       |          |       |            |     |       |       |

**B**

*Aid*<sup>+/+</sup> MEFs vs *Aid*<sup>+/+</sup> iPS cells

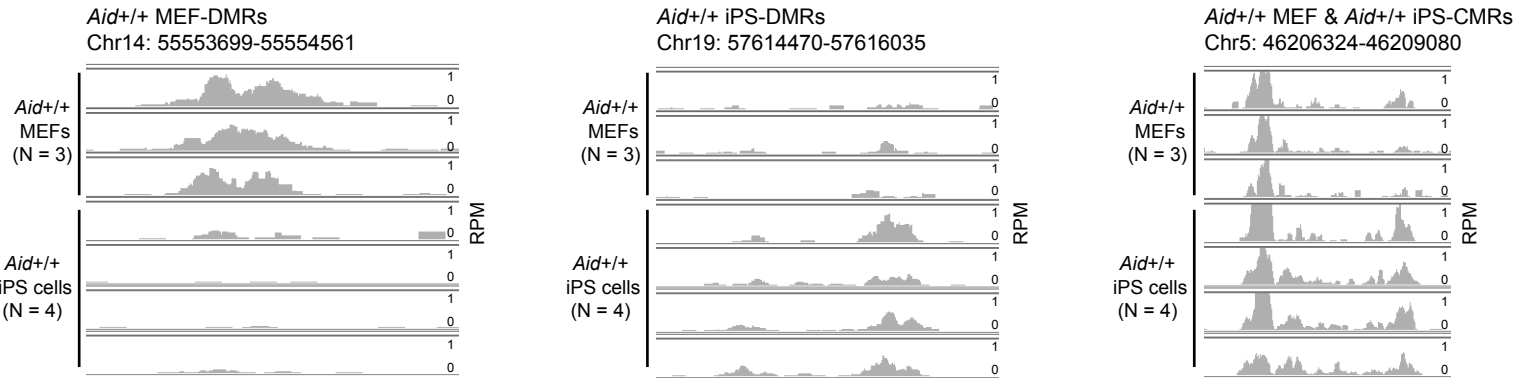

**C**

ES cells vs *Aid*<sup>+/+</sup> iPS cells

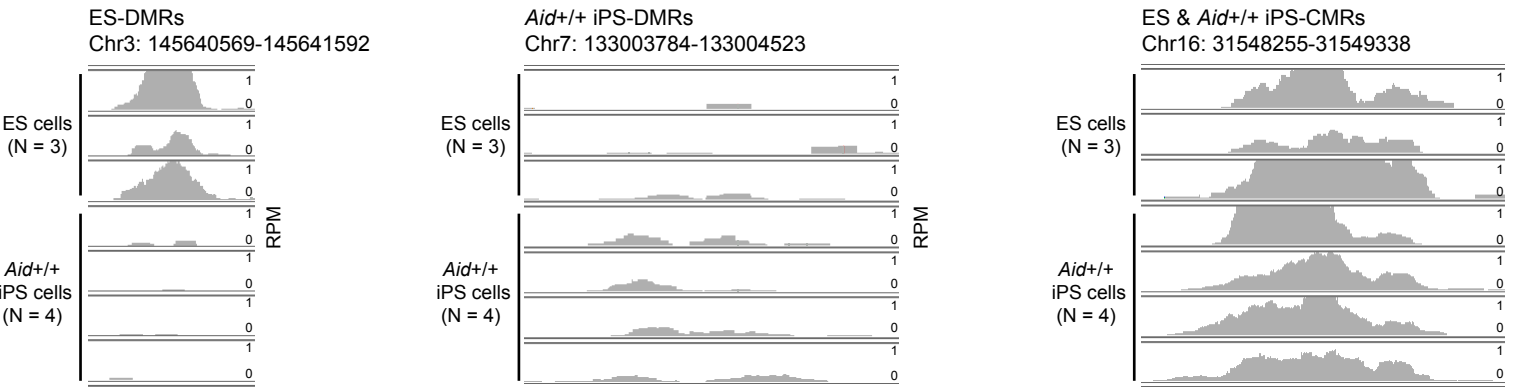

**D**

*Aid*<sup>+/+</sup> iPS cells vs *Aid*<sup>-/-</sup> iPS cells

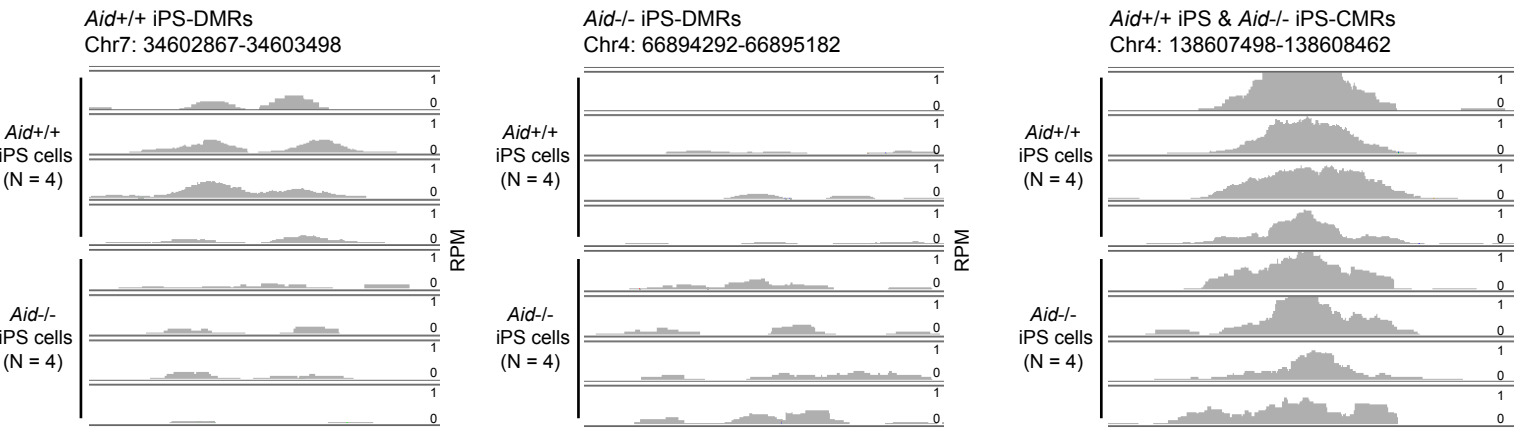

**E**

Nanog promoter region

Ecat1 promoter region

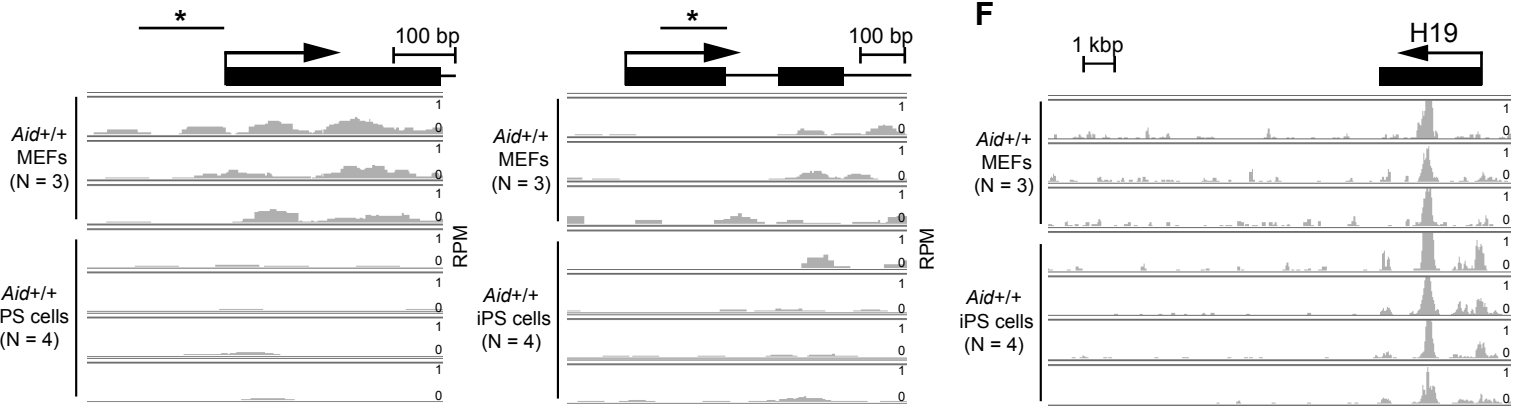

**F**

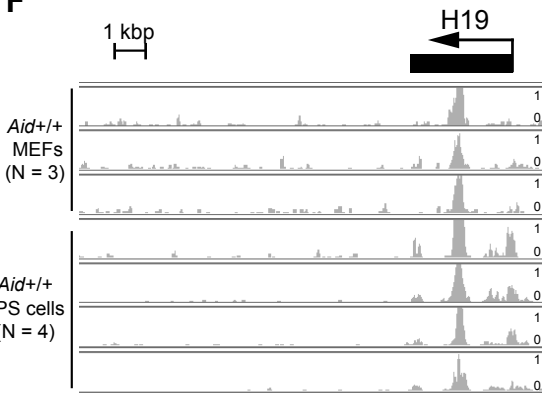

**Supplement:** Figure S13 — MBD-sequencing. (A) The proportion of overlapping methylated regions between biological replicates. The proportion was calculated by dividing the number of overlapping regions by the number of total regions detected in the two samples. (B–D) Representative methylated regions identified by the comparison of Aid +/+ MEFs and Aid +/+ iPS cells (B), ES cells and Aid +/+ iPS cells (C) and Aid +/+ and Aid −/− iPS cells (D). RPM; Reads per million mapped reads. (E) The number of mapped reads at the Nanog and Ecat1 promoter regions in Aid +/+ MEFs and Aid +/+ iPS cells. Asterisks indicate the regions examined by pryosequencing in Figs. 2D (Nanog promoter) and 3A (Ecat1 promoter). (F) Representative small peaks in Aid +/+ MEFs.

# Supplementary material for: Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice
**Source:** PLoS One. 2014 Apr 9;9(4):e94735. doi: 10.1371/journal.pone.0094735
**Supplement:** Table S1 — The efficiency of establishing Aid −/− iPS cells.

**Supplementary Table 1.****The efficiency of establishing *Aid*<sup>-/-</sup> iPS cells.**

| Experiment | Efficiency (%)                |                               |
|------------|-------------------------------|-------------------------------|
|            | <i>Aid</i> <sup>+/+</sup> iPS | <i>Aid</i> <sup>-/-</sup> iPS |
| Exp. 967   | 72 (18/25)                    | 75 (9/12)                     |
| Exp. 979   | 100 (12/12)                   | 100 (12/12)                   |
| Exp. 980   | 100 (6/6)                     | 100 (6/6)                     |
| Average    | 90.7 ± 16.2                   | 91.7 ± 14.4                   |

Nanog-GFP positive *Aid*<sup>+/+</sup> and *Aid*<sup>-/-</sup> iPS colonies were picked up mechanically and passaged four times on feeder cells and two times on gelatin coated dish. Judging by their morphology and GFP fluorescence, number of undifferentiated clones was counted. Number in parenthesis indicates number of undifferentiated clones among total clones.

# Supplementary material for: Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice
**Source:** PLoS One. 2014 Apr 9;9(4):e94735. doi: 10.1371/journal.pone.0094735
**Supplement:** Table S2 — A list of the differentially expressed probes between Aid +/+ and Aid −/− iPS cells.

## Supplementary Table 2.

A list of the differentially expressed probes between *Aid*<sup>+/+</sup> and *Aid*<sup>-/-</sup> iPS cells.

| ProbeName      | GeneSymbol    | Regulation |
|----------------|---------------|------------|
| A_51_P358894   | Ttc9b         | up         |
| A_55_P2107775  | Apol9a        | up         |
| A_30_P01021193 |               | up         |
| A_51_P394814   | Svep1         | up         |
| A_55_P1974612  | C030039L03Rik | up         |
| A_52_P154741   | Lgals6        | up         |
| A_51_P318830   | Syt10         | up         |
| A_55_P2168223  | Aicda         | up         |
| A_30_P01029269 |               | up         |
| A_52_P560146   | Gm22          | up         |
| A_30_P01024160 |               | up         |
| A_30_P01019832 |               | up         |
| A_55_P2022288  | Gm6662        | up         |
| A_30_P01020677 |               | up         |
| A_30_P01025542 |               | up         |
| A_30_P01023098 |               | up         |
| A_30_P01030925 |               | up         |
| A_52_P244956   | Aicda         | up         |
| A_30_P01030806 |               | up         |
| A_55_P2027731  | Il1rl1        | up         |
| A_52_P191567   | Plcl1         | up         |
| A_51_P355753   | Hic1          | up         |
| A_30_P01018499 |               | up         |
| A_52_P117393   | Tlr6          | up         |
| A_30_P01028192 |               | up         |
| A_30_P01031183 |               | up         |
| A_51_P334979   | Apoc2         | down       |
| A_55_P2090768  |               | down       |
| A_30_P01025529 |               | down       |
| A_52_P148514   | Hpse          | down       |
| A_51_P345340   | 2310043J07Rik | down       |
| A_55_P2052071  | Gsx2          | down       |
| A_55_P2196447  | 9430069I07Rik | down       |
| A_30_P01029697 |               | down       |
| A_30_P01023023 |               | down       |
| A_55_P2055315  |               | down       |
| A_52_P150547   | Cd8a          | down       |
| A_30_P01025622 |               | down       |

Six clones of *Aid*<sup>+/+</sup> and *Aid*<sup>-/-</sup> iPS cells were compared with microarray (fold change > 2, corrected *p*-value < 0.05). Twenty six up-regulated and 12 down regulated probes are detected.

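Table S2 lists probes of the array, each with a symbol where one was known to the authors, in the direction of Aid−/− over Aid+/+ clones. Of its 38 probes, 20 carry a symbol and 18 do not, and 16 cover lincRNA regions. All 38 had a fold change over 2 in the listed direction in limma's fit, and for 37 of them the 6 Aid−/− clones did not overlap with the 6 Aid+/+ clones. Chance gives such a separation for 0.216% of probes. The adjusted p was under 0.05 for 19 of them, 14 higher and 5 lower, and the largest adjusted p of the list was 0.0644. No other probe passed both thresholds. All 12 arrays were well above background for 12 of the 38 probes, and no array was for 7. Of the 19 probes past both thresholds, 12 were well above background on every array of a genotype, and of the other 19 probes, 7 were. Among the probes with a symbol that are not named with the results above, Hic1 (A_51_P355753) was 2.94-fold higher in Aid−/− clones (adjusted p = 0.0368 from limma), Syt10 (A_51_P318830) 2.57-fold higher (adjusted p = 0.0368) and Ttc9b (A_51_P358894) 2.48-fold higher (adjusted p = 0.00392), each well above background on all 12 arrays. Apoc2 (A_51_P334979) had a log2 fold change of -1.11 (adjusted p = 0.0315) and 2310043J07Rik, now named Upk3bl (A_51_P345340), was lower by just over the fold threshold (adjusted p = 0.0368). Hpse (A_52_P148514) also passed both thresholds but was well above background on no array. With clone series as a random block in limma, Ttc9b passed (adjusted p = 0.00891), while Hpse (adjusted p = 0.0567), Apoc2 (0.0766), Hic1 (0.0909), Syt10 (0.093) and Upk3bl (0.093) did not. For Gm6662 (A_55_P2022288), matched to Scgb1b29, the ratio for probes at background in a genotype was 5.50. It is no lower bound, since only 3 Aid−/− arrays were well above background, and the adjusted p from limma was 0.0523. The authors chose the list on these same arrays, so the overlap is no independent evidence for it.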

# Supplementary material for: Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice
**Source:** PLoS One. 2014 Apr 9;9(4):e94735. doi: 10.1371/journal.pone.0094735
**Supplement:** Table S3 — A summary of the blastocyst injections.

**Supplementary Table 3.**  
**A summary of the blastocyst injection.**

| Clone name                          |         | Number of born mice | Number of chimeras |
|-------------------------------------|---------|---------------------|--------------------|
| <i>Aid</i> <sup>-/-</sup> iPS cells | 946B27  | 101                 | 35                 |
|                                     | 946B28  | 37                  | 13                 |
|                                     | 953E15  | 47                  | 13                 |
|                                     | 953E29  | 44                  | 21                 |
|                                     | 1007KF1 | 38                  | 7                  |
|                                     | 1007KF3 | 16                  | 1                  |
|                                     | 1007KF5 | 11                  | 1                  |
|                                     | 1007KF6 | 27                  | 0                  |
| <i>Aid</i> <sup>+/+</sup> iPS cells | 1007KA1 | 21                  | 1                  |
|                                     | 1007KA2 | 21                  | 5                  |
|                                     | 1007KA3 | 13                  | 2                  |

Three *Aid*<sup>+/+</sup> iPS cell clones and eight *Aid*<sup>-/-</sup> iPS cell clones were tested. Number of born mice and chimeras are shown.

# Supplementary material for: Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice
**Source:** PLoS One. 2014 Apr 9;9(4):e94735. doi: 10.1371/journal.pone.0094735
**Supplement:** Table S4 — A summary of the MBD-seq findings.

**Supplementary Table 4.**  
**A summary of the MBD-seq findings.**

| Clone name                          |        | Total reads | Number of reads mapped to reference | Ratio (%) | Number of detected regions |
|-------------------------------------|--------|-------------|-------------------------------------|-----------|----------------------------|
| <i>Aid</i> <sup>+/+</sup> iPS cells | 967B2  | 33,467,319  | 28,386,827                          | 85        | 78,847                     |
|                                     | 967B4  | 41,086,765  | 36,374,628                          | 89        | 88,332                     |
|                                     | 979B1  | 41,090,944  | 36,919,117                          | 90        | 100,339                    |
|                                     | 979B3  | 39,983,206  | 35,696,402                          | 89        | 110,943                    |
| <i>Aid</i> <sup>-/-</sup> iPS cells | 979F1  | 34,063,142  | 27,101,491                          | 80        | 91,536                     |
|                                     | 979F3  | 33,582,883  | 27,226,008                          | 81        | 91,985                     |
|                                     | 981E1  | 39,004,447  | 31,281,996                          | 80        | 90,683                     |
|                                     | 981E4  | 32,280,472  | 24,950,886                          | 77        | 69,669                     |
| ES cells                            | RF8    | 32,061,578  | 20,124,759                          | 63        | 58,916                     |
|                                     | MG1.19 | 35,230,050  | 26,874,357                          | 76        | 33,694                     |
|                                     | B6 ES  | 41,642,948  | 29,714,737                          | 71        | 106,385                    |
| <i>Aid</i> <sup>+/+</sup> MEFs      | #1     | 38,856,522  | 27,563,519                          | 71        | 48,395                     |
|                                     | #2     | 37,404,390  | 30,113,821                          | 81        | 57,893                     |
|                                     | #3     | 35,428,777  | 27,825,300                          | 79        | 35,546                     |

How the deposited data were processed for this re-analysis (not part of the article)

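Gene expression was measured in 12 mouse iPS cell clones, 6 Aid+/+ and 6 Aid−/−, with 1 one-colour array per clone. The clones come from 4 series of 3 and their arrays from 3 slides, as described with the results. The authors scanned the arrays and made a table of spots per array with Agilent's Feature Extraction 10.7.3.1. From it, the processed intensity of each spot was used, which the authors' software had corrected for background and spatial trends but not normalized between arrays, and, for an alternative, the median intensity of each spot and of its local background as deposited. The authors also deposited a table of log2 values with the 75th percentile of each array at 0, which the methods describe as a 75% normalization in GeneSpring GX. These log2 values followed the log2 intensities of the scanner tables on every array with a Pearson r of 1, and were used as an alternative.

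From the intensities, log2 was taken, spots marked as outliers by the authors' software and control spots were left out, spots of the same probe were averaged, and the 75th percentile of each array was subtracted. All 55681 non-control probes were tested. Of these, 28392 were well above background on all 12 arrays, 39333 on at least 1 and 16348 on none. Probes near background carry little information on their level, and their share is what the signal over background limits. Gene names were taken from the accessions of the files through a RefSeq table of the assembly GRCm38.p6, which is not the mm9 build of the array design, so no positions were taken from it. It was used only for names and for the order of genes, and 27235 of 28685 accessions were matched. Probes are reported separately where a gene has several.

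The genotypes were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, with no covariate, and p-values were adjusted by the method of Benjamini and Hochberg. A probe was called past both thresholds at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. The prior degrees of freedom were 2.04. The difference of the genotype effect between experiment 979 (979F against 979B) and the other clones (981E against 967B) was tested as a contrast in a fit with a mean per clone series. A fit with a mean per clone series also gave the genotypes, experiment 979 and slide 3 as contrasts, chosen after the data were seen. Distances between clones were tested by exact permutation over the 462 splits of 12 clones into 6 and 6. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the distances, the tests of single clones and the plots.

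The genes named in the text were fixed before the data were examined. They are probes of Table S2, probes with the largest absolute log2 fold changes among those past both thresholds, the RT-PCR markers Nanog, Pou5f1, Eras, Dppa5a, Khdc3 and Gapdh, and, where they passed the adjusted p over all probes or over the list alone, or held an outlying clone, the reprogramming factors, the deaminase and methylation genes the paper discusses, genes of the sex chromosomes, imprinted genes and further genes listed beforehand. Of the 44 genes of these lists, 2 (H19 and Rian) had no probe matched to them. Outside Table S2 the lists have 65 probes. None passed the adjusted p over all probes, and 10 passed it adjusted over the list alone, among them 6 of Gapdh and 1 of Eras. The others were of M6pr and Foxj2, from the further genes listed beforehand. M6pr had log2 fold changes of -0.39 (A_55_P2054310, list-adjusted p = 0.00453 from limma) and -0.28 (A_55_P2054311, 0.0239). Foxj2 (A_55_P2365308) had 0.73 (0.0239) and was well above background on only 4 arrays. Genes outside the lists are said to be chosen after their values were seen.

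The alternatives were another background correction, quantile normalization, the percentile over detected probes, the authors' deposited log2 values, filters on dim probes, the methods' t-test, limma with an intensity trend and robust estimation, slide as a fixed or a random block, clone series as a random block, the clones of experiment 979 or of slide 3 alone, other thresholds, and leaving out each clone in turn. The fits were tested on simulated arrays with the means and spreads of 55580 probes, 200 of them changed by known amounts. For 6 against 6 clones, limma recovered 186 of the 200 at an adjusted p under 0.05 and called 15 unchanged probes, the methods' t-test recovered 185, and the interaction between clone series of 3 recovered 120. The RT-PCR, pyrosequencing and MBD-seq data of the paper were not analysed here.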

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

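Of the tests in this part, those of the Y-linked probes, of the array of clone 967B4 and of slide 3 were chosen after the values they measure had been seen. The test of regrouped clones was chosen before. The tests of chromosome 8 were aimed at a chromosome and a clone whose raised signal had already been seen. Values of single clones are log2 normalized signals.

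In groups of 6 clones, a clone stands out when its gap to the nearest other clone makes up more of the whole range than Dixon's 95% critical value allows. The 172 groups examined were the probes of Table S2 and of the named lists in each genotype, where at least 1 array was well above background. Of these, 25 held such a clone, where chance gives about 5% or 8.6 groups. Clone 967B4 stood out in 7 groups, 979F3 in 5, 967B6 and 981E5 in 4 each and 979B3 in 3, with 1 each in 979F2 and 981E4.

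Clone 979F3 had almost no signal from the Y chromosome. Ddx3y was at -7.24 (the other Aid−/− clones lay between 1.19 and 2.46), Eif2s3y at -7.40 (between 3.56 and 4.58 in the others) and the 2 probes of Uty at -6.53 and -7.26. A weak array is argued against, since 60.1% of the probes of 979F3 were well above background, within the range of the other arrays. Female cells with 2 X chromosomes in place of the clone are argued against as well. The X-linked probes of 979F3 lay at -0.036 relative to the autosomal ones, where the other clones lay between -0.05 and 0.06, and neither probe of Xist was well above background on any array. A candidate explanation is loss of the Y chromosome in this clone. All 9 Y-linked probes, of 6 genes, that were well above background on the other 11 arrays were not well above background in 979F3. Female cells with a single X chromosome would show the same and stay open. The methods state that the fibroblasts came from male mice, and no biological cause was tested. Apobec2 of the same clone, at -4.84, was a single value of this kind, for which no explanation was tested.

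Clone 967B6 showed the reverse. Ddx3y was at 3.44 (the other Aid+/+ clones lay between 1.02 and 1.84), Eif2s3y at 5.61 (between 3.74 and 4.14 in the others) and the 2 probes of Uty at -0.85 and -0.39. Over the 9 Y-linked probes 967B6 lay above the mean of the other Aid+/+ clones by 1.37 to 2.10, with a median of 1.72. Array scaling is argued against, since the autosomal probes of 967B6 had a median difference of 0.020. A second copy of the Y chromosome alone would add about 1 on the log2 scale. At 4 of the 9 probes (Ddx3y, Eif2s3y and both of Uty) the rise was 1.70 to 1.89. This was above 1 by more than the SD of the other Aid+/+ clones, 0.15 to 0.33. At the other 5 (Zfy1, Gm20736 and Sly) it was within that SD, but the SD was 0.77 to 1.19, so they cannot decide. The steadier probes thus rose more than a second copy alone would give, but they rest on a single array, so a second copy stays open. Whether part of the cells of the other clones lacked the Y chromosome was not tested. Clone 981E1 also lay above the mean of 981E4 and 981E5 at all 9 Y-linked probes, by 0.13 to 1.34, and no explanation was tested for this.

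Clone 967B4 stood out mostly at pluripotency genes and at the imprinted Dlk1. Klf4 was at 4.79, Eras at 2.74 and Nanog at 0.19, all the highest of the Aid+/+ clones, while Phc1 at 3.19, Upk3bl at 0.11 and the 2 probes of Dlk1 at -4.67 and -2.68 were the lowest. Its mean distance to the other clones was 194, where those of the other clones lay between 139 and 167, and 1755 of 28347 probes differed over 2-fold from the median clone, against 223 in 967B2 of the same series and 1678 in 981E5. A weak array is argued against, since 58.9% of its probes were well above background, in the middle of the 12 arrays, and its 137 spots marked as outliers were within the range of the others. The clone itself stays open, and no biological explanation was tested. Without 967B4, 15 probes were higher and 13 lower in Aid−/− clones past both thresholds.

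In clone 981E5 the gene probes of chromosome 8 were raised, a signal in genes the paper does not discuss. Their median difference from the median of the clones was 0.34 over 909 probes, where the other 11 clones lay between -0.05 and 0.03 and all other chromosomes and clones between -0.10 and 0.13. The 365 lincRNA probes that the files place on chromosome 8 had a median of 0.31 in 981E5. With the probes of each chromosome divided into 4 parts in order, each part of chromosome 8 was raised, with a lowest median of 0.33, above the highest of 0.23 in any part of another chromosome or clone. A bias that depends on the signal is argued against, since none of 10000 random probe sets of matched signal had a median above -0.012 in this clone. A few strongly raised genes are argued against by the 79.6% of the chromosome 8 probes that lay above the median clone. These values are consistent with a gain of chromosome 8 in 981E5, a hypothesis that was found and tested on the same arrays. A change from 2 to 3 copies in all the cells would give 0.58 if signal followed copy number, and no DNA of the clone was analysed here. Of the 40 combinations of chromosome and genotype, 3 others held an outlying clone, with much smaller shifts of -0.07 (981E4, chromosome 7), -0.10 (981E5, chromosome 11) and 0.12 (967B4, chromosome 14).

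The same clone 981E5 had the highest signal of the Aid−/− clones at 3 probes of Gapdh (6.82, 8.30 and 5.78) and the lowest of Myc (-0.33). Clone 979B3 stood out at Syt10 (0.66), Tet3 (-3.94) and Apobec3 (4.89), clone 981E4 at Dnmt3l (5.12) and clone 979F2 at the other probe of Apobec3 (-0.93). These single values are about as many as chance gives, and no explanation was tested for them.

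The effect of the genotype differed between experiment 979 and the other clones at 59 probes (adjusted p under 0.05 in limma, 5483 at an unadjusted p under 0.05). At 20 of them the effect was at least 0.5 in size in both comparisons and of opposite sign, and at 39 it was under 0.5 in size in 1 of them. None is in Table S2. At Gbp2b (A_55_P2097219), chosen after the values were seen, the effect was -0.02 in experiment 979 and 4.63 in the others (adjusted p = 3.52e-05). Of 100 regroupings of the clones into sets of 3, 2 gave as many probes, the real one and a random one with 728. Random regroupings break up the clone series, which the real one keeps whole, so chance differences between series are not excluded. Slide cannot be told apart from the difference, because this contrast sets slides 1 and 2 against slide 3. At 22 of the 59 probes the 2 series of slide 3 differed from each other by at least 0.5 of the contrast, which a shift of slide 3 alone would not give, but a shift added to a difference between the series could. The count also rests on single clones, with 170 probes without 967B4, 28 without 967B2, 18 without 967B6, 24 without 979F2, 14 without 979F3, 33 without 979B1, 34 without 979B3, 18 without 981E4 and 33 without 981E5.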

How the results depend on the processing

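Normexp on the median signal, experiment 979 as a fixed term and a mean per clone series were chosen after seeing the data, and all other settings before. The normexp correction set before the data were examined, on mean spot signals, was not run, because the scanner tables used here hold median signals. No paired analysis was possible because the clone numbers do not pair clones of the 2 genotypes.

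The counts of probes past the thresholds depended on the processing. The fit with limma gave 14 higher and 5 lower probes, 34 past the adjusted p alone and 19 probes of Table S2. Quantile normalization gave 20 higher, 9 lower and 28 probes of Table S2, with 1.1e+02 past the adjusted p, of which 52 were higher and 55 lower. Normexp on the median signal gave 517 past the adjusted p, 153 higher and 364 lower, and left 7 probes of Table S2. With the 75th percentile over probes well above background on all 12 arrays, 33 of 44 were higher, a share of 75.0% against 50.0% with the percentile over all probes. The cause of these moves was not tested.

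Filters on dim probes test fewer probes. With the 30529 probes well above background on every array of a genotype, 54 were higher, 13 lower and 478 past the adjusted p. With the 39333 well above background on at least 1 array, the counts were 26 higher and 109 past the adjusted p, with 31 probes of Table S2, all of its probes that this filter keeps.

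The methods' t-test gave 26 higher, 11 lower and 360 past the adjusted p, with 37 probes of Table S2. On probes well above background on at least 1 array it gave 34 higher, 561 past the adjusted p and 31 probes of Table S2, and on the authors' deposited log2 values 26 higher, 12 lower, 376 past the adjusted p and all 38 probes of Table S2. An intensity trend with robust estimation in limma gave 38 higher, 15 lower, 288 past the adjusted p and 36 probes of Table S2. The 19 probes past both thresholds in the first fit remained so with the methods' t-test and with the trend.

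Blocks and subsets moved the counts both ways. Slide as a random block (correlation 0.092) left 5 higher, 15 past the adjusted p and 9 probes of Table S2. Clone series as a random block (correlation 0.079) left 5 higher, 1 lower, 7 past the adjusted p and 6 probes of Table S2. Slide as a fixed block gave 761 higher, 424 lower and 2299 past the adjusted p. In that fit the genotype effect is that of slide 3, whose clones alone gave 422 higher, 268 lower and 816 past the adjusted p. The clones of experiment 979 alone gave 103 higher, 128 lower and 283 past the adjusted p. Each of these subsets compares single clone series, so differences between series are part of its counts. Experiment 979 as a fixed term gave 76 higher, 26 lower, 318 past the adjusted p and 38 probes of Table S2, and a mean per clone series gave 121 higher, 65 lower, 614 past the adjusted p and 38 probes of Table S2. Both remove differences between series from the spread, so that series count as if they were fixed. An adjusted p under 0.01 left 6 probes, and without a fold threshold 17 were lower.

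Leaving out each clone in turn gave 5 to 22 higher, 1 to 13 lower, 6 to 67 past the adjusted p and 6 to 21 probes of Table S2. The higher probes fell to 5 without 979F1, 979F2, 979B1 or 981E4, to 6 without 979B4, to 8 without 967B6 or 979F3 and to 9 without 981E1, and rose to 22 without 981E5. The lower probes fell to 1 without 979F2, 979B1, 979B4 or 981E4, to 2 without 967B6 and to 3 without 979F3, and rose to 13 without 967B2 or 967B4. The probes past the adjusted p rose to 67 without 967B2 and fell to 27 or fewer without any of 967B6, 979F1, 979F2, 979F3, 979B1, 979B3, 979B4, 981E1 and 981E4. The 38 probes of Table S2 kept their direction in every fit in which they were tested.

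Lgals6 and Zfp607b kept their direction and an adjusted p under 0.05 in all 29 settings, with log2 fold changes between 1.75 and 3.34 and between 1.87 and 3.09. Every setting draws on the same clone series, so this stability cannot tell genotype from the origin of the series. For 8 named probes past both thresholds, Lgals6 and Zfp607b among them, all 225 values kept their direction and 161 passed the adjusted p. For the markers and Gapdh, 32 of 348 values passed it.

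Separation of the genotypes in the distances kept its direction and a p under 0.05 with correlation distance, probes on all 12 arrays, all probes and quantile normalization. With slide means removed it was 40.3, but slides 1 and 2 hold 1 genotype each, so that this step favours a separation in advance and says nothing about its stability. It was 28.7 for slide 3 clones only and 24.4 for experiment 979 clones only, where 3 clones against 3 allow no exact permutation p below 0.1. Each genotype is a single clone series in these subsets, so they cannot tell genotype from series. Without each clone in turn the separation of the genotypes lay between 7.62 and 13.1. The count of probes whose genotype effect differs between experiment 979 and the other clones was 59, and became 104 with normexp on the median signal, 109 with quantile normalization, 109 with probes well above background on every array of a genotype, and 14 to 170 without each clone in turn. Arrays give no depth, and the signal over background limits the dim probes, of which 16348 were well above background on no array.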

Differences from the paper's values

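All the comparisons here are of settings chosen before the data were examined.

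The paper reports 26 probes higher in Aid−/− clones, and limma's fit gave 14. The count was within 1.5 times the paper's with quantile normalization (20), with the percentile over probes well above background on all 12 arrays (20), with probes well above background on at least 1 array (26), with the methods' t-test (26), also on those probes (34) and on the authors' deposited log2 values (26), with an intensity trend in limma (38), and without 967B2 (20) or 981E5 (22). With the deposited log2 values in limma, probes well above background on every array of a genotype, the blocks, the subsets of clones, no fold threshold and the other clones left out it was not.

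The paper reports 12 probes lower in Aid−/− clones, and limma's fit gave 5. The count was within 1.5 times the paper's with quantile normalization (9), with probes well above background on every array of a genotype (13), with the methods' t-test (11) and with it on the authors' deposited log2 values (12), with an intensity trend in limma (15), without a fold threshold (17), and without 967B2 or 967B4 (13 each). With the other settings it was not. The methods' t-test on the deposited log2 values, the test and the values that the methods describe, gave the counts of the paper in both directions.

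For Ecat1 (Khdc3) the paper reports a 1.9-fold higher expression in Aid−/− clones by RT-PCR, over more clones than are on the arrays. On the arrays the ratio was 1.09, from a single probe, and none of the 26 settings brought it within 1.5 times the paper's. The paper's number of probes examined, 54497, is close to the 55681 tested here.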

Other observations

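Of the tests in this part, those of slide against experiment, with a mean per clone series, of the Table S2 probes at background level and of Ecat1 against Gapdh were chosen after the values they measure had been seen. The tests of other splits, of single clones, of gene order and of glycolysis genes were chosen before.

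The 12 clones can be divided into 6 and 6 in many ways. Of 100 such splits, drawn at random with the real one included, 1 gave as many higher probes (14), 1 as many lower probes (5), 1 as many probes past the adjusted p (34) and 1 as many past both thresholds with the methods' t-test on the deposited values (38), each time the real split. Chance can therefore be excluded for a random split of the clones. Random splits break up the clone series, however, and only 3 of the possible splits keep the 4 series whole. Of these, genotype gave 34 probes past the adjusted p, experiment 979 against the other clones gave 1161 (175 higher and 296 lower past both thresholds), and slide 3 against slides 1 and 2 gave 0 in limma (3423 at an unadjusted p under 0.05, and 0 with the methods' t-test). In these fits the differences between the other series add to the spread. In 1 fit with a mean per clone series, the same comparisons gave 614, 2181 and 59 probes. Chance differences between whole series are therefore not excluded as a source of the genotype counts.

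More probes thus passed between experiment 979 and the other clones than between genotypes, and 863 of the 1161 were well above background on all 12 arrays. None of the 1161 was among the 34 of the genotype comparison. A difference of slide 2 against slide 1 is argued against as the whole cause. The genotype comparison holds the same difference of slides, and 47 of the 2181 probes of the fit with a mean per clone series passed in it in the same direction, against 115 in the opposite one. A shift of slide 3 cancels in this comparison, which has 3 clones of slide 3 on each side. The clones 967B4 and 981E5 are argued against, since without both 1888 probes passed, against 49 between genotypes. Segments of DNA that differ between the embryos of a mixed strain background might contribute. In that case the genes should neighbour each other, and 35.3% of 484 genes past the adjusted p had another within 5 genes, against a median of 25.6% for random genes. The same share was 29.1% to 45.5% for genes that set single clones apart from their own series, which share an origin, so the gene order cannot decide and the hypothesis stays open. With genes chosen by fold, the share was 36.2% for experiment 979 and 39.0% for the genotypes, both within that range. The hypothesis therefore stays open for the genotype differences as well. The experiment of the clones 981E1, 981E4 and 981E5 is itself uncertain. The parents, the day of reprogramming and the culture of each experiment also stay open, untested.

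The Gapdh probes, to which the RT-PCR values of the paper were normalized, were all lower in Aid−/− clones, with a median log2 fold change of -0.34. Under quantile normalization the median was -0.21, with probes from -0.38 to 0.00, so array scaling cannot be told apart for a part of the difference. Lower expression of glycolysis genes as a group was tested with 19 other genes listed beforehand. Their median log2 fold change was -0.32, with 16 of 19 lower, and 0 of 10000 random lists of matched signal were as low (5th to 95th percentile from -0.19 to -0.03). Genes of a pathway vary together between clones, so this is not a test over clones. Per clone, the mean of Gapdh and the 19 genes was 5.03 ± 0.21 (SD, n = 6) in Aid−/− and 5.31 ± 0.25 (SD, n = 6) in Aid+/+ clones (exact permutation test, two-sided, p = 0.0584), and p was 0.165 under quantile normalization. Single clones (967B4 or 981E5) were not its cause, as the difference without both was -0.30 (exact permutation test, two-sided, p = 0.0317). The difference was -0.51 in experiment 979 and -0.06 between the clones 981E1, 981E4 and 981E5 and series 967B, where 3 clones against 3 allow no p below 0.1. The Gapdh probes were lower in both comparisons. Their log2 fold changes ran from -0.61 to -0.14 in experiment 979 and from -0.42 to -0.08 in the other comparison. Lower glycolysis gene expression, mainly in series 979F against 979B, may be part of the Gapdh difference in experiment 979. In the other comparison the mean hardly differed, so it accounts for little of the Gapdh difference there. A link to the genotype is not shown.

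Probes of Table S2 that limma left below the thresholds were often at background level, with 12 of the 19 not well above background on every array of either genotype, which might explain a part of the difference between limma and the methods' t-test.

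The difference in Ecat1 by RT-PCR and not on the arrays might depend on the level of Gapdh. Relative to the median Gapdh probe the array ratio of Ecat1 was 1.38, and relative to the lowest 1.56, against 1.09 without it and the paper's 1.9. The clones, the primers and the assay differ, so the arrays cannot decide this.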
